# High-Throughput Sequencing of Small RNA Transcriptome Reveals Salt Stress Regulated MicroRNAs in Sugarcane

**DOI:** 10.1371/journal.pone.0059423

**Published:** 2013-03-27

**Authors:** Mariana Carnavale Bottino, Sabrina Rosario, Clicia Grativol, Flávia Thiebaut, Cristian Antonio Rojas, Laurent Farrineli, Adriana Silva Hemerly, Paulo Cavalcanti Gomes Ferreira

## Abstract

Salt stress is a primary cause of crop losses worldwide, and it has been the subject of intense investigation to unravel the complex mechanisms responsible for salinity tolerance. MicroRNA is implicated in many developmental processes and in responses to various abiotic stresses, playing pivotal roles in plant adaptation. Deep sequencing technology was chosen to determine the small RNA transcriptome of *Saccharum sp* cultivars grown on saline conditions. We constructed four small RNAs libraries prepared from plants grown on hydroponic culture submitted to 170 mM NaCl and harvested after 1 h, 6 hs and 24 hs. Each library was sequenced individually and together generated more than 50 million short reads. Ninety-eight conserved miRNAs and 33 miRNAs* were identified by bioinformatics. Several of the microRNA showed considerable differences of expression in the four libraries. To confirm the results of the bioinformatics-based analysis, we studied the expression of the 10 most abundant miRNAs and 1 miRNA* in plants treated with 170 mM NaCl and in plants with a severe treatment of 340 mM NaCl. The results showed that 11 selected miRNAs had higher expression in samples treated with severe salt treatment compared to the mild one. We also investigated the regulation of the same miRNAs in shoots of four cultivars grown on soil treated with 170 mM NaCl. Cultivars could be grouped according to miRNAs expression in response to salt stress. Furthermore, the majority of the predicted target genes had an inverse regulation with their correspondent microRNAs. The targets encode a wide range of proteins, including transcription factors, metabolic enzymes and genes involved in hormone signaling, probably assisting the plants to develop tolerance to salinity. Our work provides insights into the regulatory functions of miRNAs, thereby expanding our knowledge on potential salt-stressed regulated genes.

## Introduction

Sugarcane *(Saccharum sp.)* has an important role in the world agribusiness, with a central importance in sugar and ethanol production [1]. Grown mainly in tropical countries, sugarcane is a highly polyploid plant, with up to 10 copies of each chromosome, which hinders complete genome sequencing and a thorough genetic, physiologic and biochemical analysis. The commercial sugarcane hybrids are mixtures of two wild parent species, *Saccharum officinarum* and *Saccharum spontaneum*, the result of recent hybridization events [2]. The most important challenge for current global feeding and biofuel production is to satisfy an ever increasing demand of crop productivity in parallel with technological improvements, providing a more sustainable production. The negative impact of abiotic stresses on plant physiology, metabolism and productivity is a major limitation to agriculture. In particular, salinity stress has been regarded as one of the major constraints to increase productivity worldwide [3]. Salinity affects plant growth and development by eliciting sodium toxicity and impairing ionic and osmotic homeostasis [4]. Even though sensors of cell plasma membrane involved in adaptive responses are yet to be identified, it is known that protein phosphorylation/dephosphorylation, Ca^2+^ sensing and changes in phospholipid metabolism are some of the signaling pathways employed by the cell machinery to confer salt tolerance to plants [5], [1]. The effects of salinity on plant species have been studied extensively in several plant species [6], [7], [8], [9], but much less is known about the regulatory mechanisms behind molecular and physiological responses to salt stress in non-model plants, such as sugarcane. Still, some efforts have been made in recent years to unravel the regulatory events controlling the responses to abiotic stresses in sugarcane [10], [11], [12].

Recently, the microRNA and short-interfering RNA mechanisms of action have gained attention because they act as important regulators of gene expression in animals and plants [13], [14]. MiRNAs are small (20–24 nts in length) non-coding RNA derived from longer imperfect hairpin-like structure that contains the mature miRNA and, on the complementary strand, the miRNA* [15], [16]. This pair is subsequently excised by Dicer-like enzymes (DCL1) in the nucleus generating a duplex, miRNA:miRNA*. In the cytoplasm, the mature miRNA is preferentially assembled into the RNA-induced silencing complex (RISC) containing Argonaute1 (AGO1), directing the miRNA to repress its mRNA targets. Initially, it was thought that the miRNA* was rapidly degraded or accumulated at low levels, suggesting a lack of regulatory functionality. However, recent studies have demonstrated that miRNA* accumulates under particular conditions and regulates a different target of that regulated by its cognate mature miRNA [17], [18]. Plant miRNAs change their expression during development or in response to environmental challenges. In plants, microRNA were first reported as targeting genes involved in development, particularly transcription factors such as MYBs, HD-ZIPs, ARFs, GRFs [19], [20]. However, it has been shown that microRNAs can also target other types of genes involved in nutrient transport and metabolic production such as osmolytes, antioxidant enzymes, and transporter proteins [21], [22], [23], [24].

As a first step to increase our understanding of the epigenetic regulation of salt stress tolerance in sugarcane, we carried out deep sequencing of small RNA libraries to identify small RNAs differentially expressed in plantlets grown under salt stress condition in hydroponic cultures. We identified 98 conserved miRNAs, representing 25 families. From these, 11 miRNAs were chosen to evaluate their temporal expression and, for this purpose, we prepared biological replicas. In addition, we set up another experiment where sugarcane plantlets in hydroponic cultures were treated with 340 mM NaCl, a severe saline stress. Roots from both treatments were also harvested. In addition, plants grown from stalks were submitted to mild salt stress to assess the expression of miRNAs on cultivars grown on soil. Finally, putative targets of differentially regulated microRNA were chosen to evaluate whether they had their expression modulated by salt stress. Our results showed differential miRNA expression profiles in response to this abiotic stress, suggesting a fine-tuning regulation in sugarcane. In addition, a set of microRNA and their targets showed inversed pattern of expression in a group of 4 different sugarcane genotypes, indicating that they could be tested as markers of salinity stress. This work is the first report on microRNA regulation in sugarcane plants submitted to salt stress, and it is a useful resource to understand the regulatory role of miRNA in the process of salt tolerance.

## Materials and Methods

### Plant Material and Growth Conditions

For hydroponic cultures, *Saccharum sp* Cv. SP70-1143 plantlets were grown *in vitro* for approximately 1 month in Murashige and Skoog media supplemented with kinetin (0,1 mg/ml), Indol butyric acid (I-BA- 0,2 mg/ml) and citric acid (150 mg/ml). Next, these plantlets were transferred to a hydroponic system supplied with 1× Hoagland’s solution and grown for 2 months [25]. After the acclimation period, salinity stress was induced with a concentration of 170 mM (mild) and 340 mM (severe) NaCl in plantlets by adding the salt to the Hoagland solution. Stalks of 4 cultivars, namely SP83-2847, SP83-5073, SP90-3414 and SP90-1638 (provided by the Centro de Tecnologia Canavieira - CTC) were grown in pots with a mixture of washed sand and soil (2∶1) for approximately 5 months. Plants grown on soil were watered with 170 mM NaCl, and the controls, only with water. The *time-course* established was the same used for the small RNA library construction (0, 1, 6 and 24 hs). For each time point, three biological replicas were submitted to stress, and other three used as controls. Individual plants were used for the analysis. Shoots and roots were collected separately and kept at –80°C until further processing. All experiments were carried in a greenhouse at 28°C, 16 hours/light and 8 hours/dark.

### RNA Extraction, Construction of Small RNA Libraries and Deep Sequencing

Total RNA was extracted with the TRIZOL reagent according to the manufacturer’s instructions (Invitrogen). To validate the salinity stress, the expression profile of the SsNAC23 gene (Figures S1 A, B, C) - described as a marker of saline stress response [26] - was tested in each sample by qPCR using the following primers: F/5′ CGAGAAGACCAACTGGATCA 3′, R/5′ GCCCTCCCTTCTTGTTGTAG 3′). RNA from shoots of plants grown in the hydroponic system submitted to 170 mM NaCl stress (one the biological replicas) were sent to Fasteris Life Sciences SA (Plan-les-Ouates, Switzerland) for small RNA library construction and deep sequencing. Quality Control (QC) was also evaluated to guarantee no contaminations from adapter-self ligation or other non genome-matching sequences. Small RNAs of 18–28 nucleotides were fractionated, isolated and ligated with 5′ and 3′ adapters. They were then used for reverse transcription and subsequent PCR. The final PCR product was purified and sequenced in the Illumina HiSeq100.

### Bioinformatics-based Analysis

After Illumina sequencing generated the reads, computation analysis was performed on the UEA sRNA toolkit-Plant website (http://srna-tools.cmp.uea.ac.uk/plant/cgi-bin/srna-tools.cgi/ [27]. After removal of the 3′ adapter and t/rRNAs sequences, redundant sequences were mapped to the miRNAs deposited in the miRBase (http://www.mirbase.org/) allowing up to 3 mismatches. Using the same bioinformatics platform, we predicted potential targets for sugarcane miRNAs. The *Saccharum officinarum* ESTs – DFCI gene Index release 3 databank (http://compbio.dfci.harvard.edu/tgi/) was used to search for complementary sequences to the miRNAs, allowing no more than three mismatches between miRNA and targets. A list of putative targets is shown in Table 1. To identify differences in miRNAs expression profiles, sequences were computed dividing the number of reads of each sample by the total number of reads of each library, normalized per million (Table S1). MiRNAs were identified with roman numerals due to the large amount of small RNAs generated. Sequences were deposited at GEO (Gene Expression Omnibus)/NCBI with accession number GSE42484. Using a cut-off of 50 reads, the differences of microRNA expression of the conserved miRNAs in the four libraries was analyzed.

**Table 1:** Conserved miRNAs IDs and predicted targets gene families.

sRNA ID	Target gene accession	Start-end position of target	Target description
miR156 V	TC152554	410–429	Squamosa Binding Protein-domain protein 5 (SBP)
miR159 XVI	TC134732	551–568	GAMyb protein
miR166 III	TC139748	868–885	Class III HD-Zip protein 4
miR167 V	TC116192	466–485	Auxin response factor 17 (ARF)
miR168 II	TC114876	146–163	Argonaute 1 (AGO1)
miR169 III	TC140885	528–547	HAP12 - CCAAT-box transcription factor complex
miR396 II	TC126554	333–351	Growth-regulating factor 1 (GRF1)
miR397 III	TC117778	821–841	Laccase-10 precursor (LAC)
miR398 II	TC136123	131–150	Selenium binding protein
miR398* I	TC141387	638–656	Serine/threonine kinase-like protein ABC1063 (Kinase398)
miR528 I	TC149276	143–161	Putative laccase

### Quantitative RT-PCR Assay

To validate the results from the bioinformatics-based analysis, we used the other biological replicas. Plantlets from hydroponic culture treated with 170 mM and 340 mM NaCl, and leaves from stalks grown in soil treated with 170 mM NaCl. Total RNA was prepared as described above. One µg of high quality total RNA was used to synthesize cDNA with Superscript III reverse transcriptase (Invitrogen). Stem-loop Real-time PCR assays [28] were performed with three technical replicas using 1 µl of each cDNA dilution using the SYBR Green Master Mix (Applied Biosystems) in an ABI 7500 sequence detection system. GAPDH and 28S were used as housekeeping genes (GAPDH - F/5′CACGGCCACTGGAAGCA3′, R/5′TCCTCAGGGTTCCTGATGCC3′; 28S: F/5′GCGAAGCCAGAGGAAACT3′, R/5′GACGAACGATTTGCACGTC3′). Specific primers designed for the most abundant miRNAs are listed in Table S2. For analysis of the results, we used the 2^−ΔΔCT^ method as described in [29] to evaluate gene expression. Student’s t-test was used as a statistical tool for the analysis of differences in expression among the triplicates (n = 3, p<0,05).

## Results

### Bioinformatics-based Analysis

Deep sequencing analysis is a powerful strategy that allows the identification and quantification of differences in expression of even low-abundant sRNAs. Small RNA sequence from shoot plantlets generated from Illumina sequencing allows the determination of the abundance of various miRNA families. We constructed four libraries prepared from salinity-stressed sugarcane plants grown in hydroponic culture after 1, 6 and 24 hs of treatment with 170 mM NaCl and from control plants (0 h). 

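The data analysed here are 4 small RNA libraries from shoots of sugarcane plantlets of a single cultivar. One library was made from control plants (0 h) and one each from plants kept for 1, 6 and 24 hs in 170 mM NaCl. The paper's methods state that one of the biological replicas was sequenced, so each condition has 1 library and no spread between replicates can be computed. The comparisons between time points therefore describe these 4 libraries and carry no p-value. The deposited labels give the times of the 1 h and 6 h libraries as 1 and 6 h in the treatment field but as 0 and 1 h in the title. The paper's times were used. The deposited tissue label (leaf or whole plants) also differs from the paper's shoots. The deposited design text mentions an Acidovorax infection that the paper does not describe. The paper's description was followed there too. Size-fractionated small RNAs were ligated to adapters, amplified and sequenced by Illumina. The authors removed adapter and t/rRNA sequences and matched the reads to the miRNAs of miRBase. They divided the reads of each sequence by the total reads of its library and expressed the result in RPM, the normalized number of reads in Table S1. Each deposited list gives a name, a sequence and its RPM. The lists hold 131 sequences for the control, 91 for 1 h, 109 for 6 hs and 110 for 24 hs. The listed sequences add up to 42.9, 37.6, 37.8 and 36.5% of the reads that the values were divided by, in the same order. The values of a library are whole multiples of what 1 read is worth, which gives the number of reads they were divided by. This number was 1528807 reads for the control, 1337605 for 1 h, 1485251 for 6 hs and 1715908 for 24 hs, and with it 100% of the listed values in each library came within 0.1 read of a whole number. The paper reports 12622894, 11632867, 12198711 and 14332005 sequence reads, and the listed values rest on the smaller numbers. The 4 smaller numbers add up to 6067571. This is also below the redundant reads that the paper gives for all libraries after trimming and filtering. The least abundant listed sequence had 100 reads in the control, 100 at 1 h, 102 at 6 hs and 100 at 24 hs. A sequence missing from a list cannot be told apart from one below this level, although 3 reads would amount to only 1.96, 2.24, 2.02 and 1.75 RPM. Intervals given with the values are 95% Wilson intervals of a sequence's share of the reads, or intervals of a log2 ratio from the same reads. They cover counting error only, and not differences between plants or library preparations. Amplified reads without molecular identifiers are not independent molecules, so the intervals may be too narrow even for counting error. Ratios were taken on the authors' RPM, and each was recomputed with 6 other denominators, since with 1 library per condition the choice of denominator shifts all ratios of a library together.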

We identified a total of 12,622,894, 11,632,867, 12,198,711 and 14,332,005 sequence reads, respectively from 0, 1, 6 and 24 hs totalizing 50,786,477 reads. After trimming the adaptors and filtering tRNAs and rRNAs, 28,017,706 redundant and 12,630,757 unique reads ranging from 18–28 nt were obtained. From these results, the most abundant classes of small RNA found were 21 and 24-nt, which is in agreement with the profiles described in most reports of deep sequencing of plants small RNA libraries (Figure 1) [17], [30], [31], [32]. In the non-redundant fraction, the percentage of 24-nt reads represents the largest proportion, indicating a higher complexity in this class. 

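Over the 4 lists, 104 different names of miRNAs and 33 of miRNA* were found, from 26 families by the number in the name. The control list alone held 98 miRNAs and 33 miRNA* from 25 families, counting as a miRNA the sequence that the authors name both miR168 and miR168*. The 1 h list held 72 miRNAs and 19 miRNA* from 23 families, the 6 h list 84 and 25 from 24 families, and the 24 h list 87 and 23 from 25 families. Counting only names present in all 4 lists left 65 miRNAs and 18 miRNA*, from 23 families. The lists differ in how many sequences passed the cut-off, so a family missing from one of them is not shown to be absent from those plants. By sequence rather than name, 138 sequences were listed in any library and 83 in all 4, and 78 of the 138 were 21 nt long. A pair of names, miR396 XIV and miR398* VII, each stood for 2 different sequences, so sequences were compared by their bases and not by their names.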

Matching small RNA sequences to known miRNAs allowed the identification of 25 conserved miRNA families, with 98 individual miRNAs and 33 miRNA* in total (Table S1). Putative new microRNA candidates were also identified and reported elsewhere [33].

**Figure 1:**
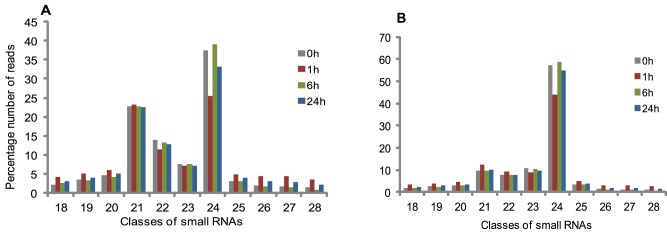
Size distribution of small RNA sequences. Redundant (A) and unique (B) sequences shows that the majority of reads are 21 and 24 nts in length.

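In the control library the listed sequences ranged from 65.4 to 87310 RPM, or from 100 to 133480 reads. The range was 74.8 to 146762 RPM at 1 h, 68.7 to 88920 at 6 hs and 58.3 to 80372 at 24 hs. Median abundances were 256.4, 392.5, 369.0 and 325.2 RPM at 0, 1, 6 and 24 hs. Of the listed sequences, 100 of 131 in the control were under 1000 RPM and 9 reached 10000, against 61 of 91 and 6 at 1 h, 78 of 109 and 8 at 6 hs, and 83 of 110 and 7 at 24 hs. The 11 sequences selected in the paper made up 77.1% of all listed RPM in the control, 82.5% at 1 h, 79% at 6 hs and 81.2% at 24 hs.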

The miRNA exhibited variable abundances, with the number of reads ranging from a few hundreds to thousands. 

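Sequences were ranked by their mean RPM over the 4 libraries, with 0 for a library that did not list the sequence. The mean and the standard deviation between the 4 libraries, which differ in treatment and are not replicates, were 100841 ± 30838 (SD, 4 libraries) for miR159 XVI (TTTGGATTGAAGGGAGCTCTG) and 52290 ± 14112 for miR396 II (TCCACAGGCTTTCTTGAACTG). Next came miR167 V (TGAAGCTGCCAGCATGATCTGA) with a mean of 37898 RPM, miR168 II (TCGCTTGGTGCAGATCGGGAC) with 35166, miR156 V (TGACAGAAGAGAGTGAGCAC) with 21456 and miR166 III (TCGGACCAGGCTTCATTCCCC) with 20629. They were followed by miR169 III (CAGCCAAGGATGACTTGCCGG) with 15395 RPM, miR398 II (TGTGTTCTCAGGTCGCCCCCG) with 9708 and miR397 II (TTGAGTGCAGCGTTGATGAGC) with 4611. By single sequence, 9 of the 10 selected miRNAs were among the 10 most abundant. The remaining one, miR528 I (TGGAAGGGGCATGCAGAGGAG), had a mean of 3004 RPM and rank 13. Rank 9 was held by miR168 XVI (TCGCTTGGTGCAGATCGGGA), which is miR168 II without its last base, with 9603 RPM. When only the most abundant sequence of each family was ranked, the 10 selected miRNAs were the 10 most abundant. Among the miRNA*, miR398* I (GGGGGCGGACTGGGAACACAT) had the highest mean, 8010 RPM, against 6794 for miR156* I, a ratio of 1.18. Its ratio to miR156* I was 1.94 at 1 h and 1.29 at 6 hs, but 0.937 in the control (9335 against 9968 RPM) and 0.82 at 24 hs (4634 against 5650). At 24 hs miR156* II, with 5536 RPM, was also above miR398* I. The 95% Wilson interval of miR398* I in the control was 9184 to 9489 RPM and that of miR156* I 9812 to 10127, so the difference in the control was larger than the counting error. The paper selected miR398* for being the most abundant miRNA* in the libraries.

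**Figure D1:**
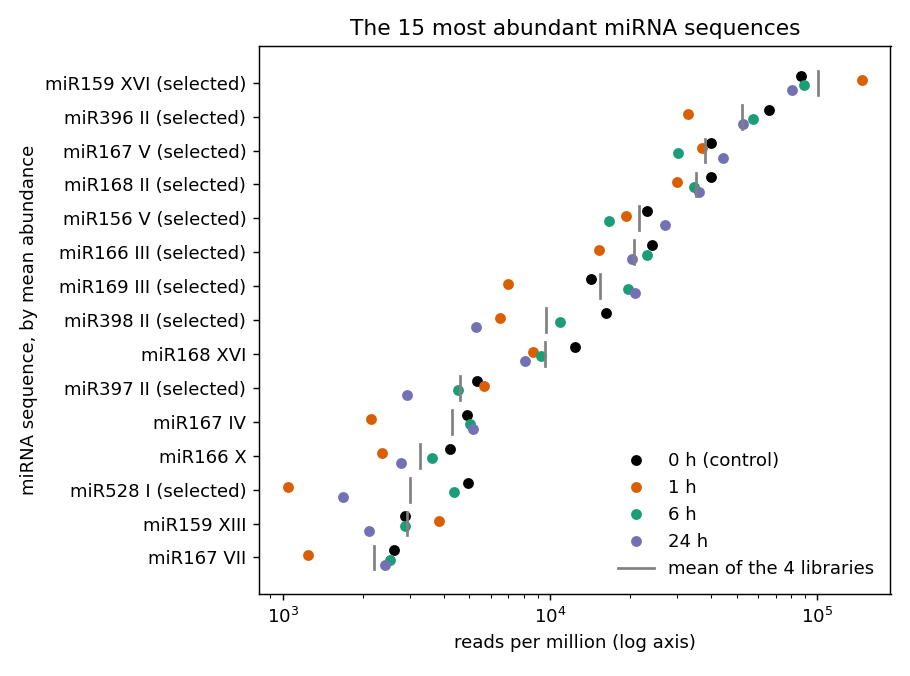
RPM (log axis) of the most abundant miRNA sequences, in order of their mean over the 4 libraries, with a point for each library and a vertical bar for the mean. The 10 selected miRNAs are marked, and miR528 I, at rank 13, fell from 4929 RPM in the control to 1044 at 1 h.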

Out of these, we highlighted the 10 most abundant miRNA and one microRNA398* in the four libraries, which were selected for validation in biological replicas (Figure 2). microRNA*398 was selected because it was the most abundant microRNA* present in the libraries. Based on the expression patterns observed, the microRNAs were clustered in five categories to facilitate our comprehension regarding their modulation in response to salt stress. 

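Of the 11 selected sequences, 8 were below their control value at 1 h, 9 at 6 hs and 8 at 24 hs. With the denominators scaled by the median of ratios over the sequences common to all 4 libraries, the number at 1 h was 6, and it was also 6 with the trimmed mean of log ratios. The number at 6 hs was 6 with the sum of the listed reads, and the number at 24 hs was 6 under 4 of the 6 other denominators. The order of the 4 libraries followed the profile that the paper gives for its 5 groups in 9 of the 11, in 6 of the 11 with the median of ratios as the scale, and in 3 of the 11 when only differences of at least 1.2-fold between libraries were taken as a change. Over all sequences listed in both libraries, 27 of 88 differed at least 2-fold from the control at 1 h (6 higher and 21 lower), 4 of 108 at 6 hs (all lower) and 14 of 104 at 24 hs (1 higher and 13 lower). The split by direction depended on the denominator. At 1 h it was 4 higher and 26 lower with the paper's library totals, 9 and 15 with the miR159 XVI reads left out, and 11 and 14 with the sum of the listed reads, which gave 7 and 9 at 24 hs. The median of ratios and the trimmed mean of log ratios, which centre the ratios near 0, gave 12 higher and 8 lower at 1 h. The median log2 ratio of these sequences was -0.38 at 1 h, -0.15 at 6 hs and -0.25 at 24 hs, and their standard deviation across sequences was 1.00, 0.42 and 0.74. No replicate shows how far 2 libraries of the same condition would differ. From the profiles of the 11 sequences the paper formed its 5 categories.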

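In the first group, miR166 III had 23995 RPM in the control, 15294 at 1 h, 22989 at 6 hs and 20235 at 24 hs. The 6 h value lay -0.06 from the control on the log2 scale (95% interval -0.08 to -0.04), and this ratio turned positive under 4 of the 6 other denominators. For Figure 3B the paper's text names miR168 III here and miR168 II elsewhere, and only miR168 II is in the lists. It had 39900 RPM in the control, 29821 at 1 h, 34695 at 6 hs and 36249 at 24 hs. Its value at 24 hs was above that at 6 hs, while both were below the control, and the 24 h ratio of -0.14 turned positive under 4 of the 6 other denominators. The third member, miR396 II, had 66244 RPM in the control, 32904 at 1 h, 57472 at 6 hs and 52540 at 24 hs. In the second group, miR398 II had 16145 RPM in the control, 6506 at 1 h, 10876 at 6 hs and 5304 at 24 hs, and miR528 I had 4929 RPM in the control, 1044 at 1 h, 4360 at 6 hs and 1684 at 24 hs. Their log2 ratios to the control were -1.31 and -2.24 at 1 h, -0.57 and -0.18 at 6 hs, and -1.61 and -1.55 at 24 hs. The 6 h value of miR528 I was above control, by 0.0025, with the sum of the listed reads as the denominator. In the third group, miR156 V had 23019 RPM in the control, 19232 at 1 h, 16696 at 6 hs and 26877 at 24 hs, and miR167 V had 39887 RPM in the control, 36981 at 1 h, 30146 at 6 hs and 44577 at 24 hs. The falls at 1 h were small, with log2 ratios of -0.26 (-0.28 to -0.24) and -0.11 (-0.13 to -0.09), and they turned into rises under 2 and 4 of the 6 other denominators. The remaining member, miR169 III, had 14254 RPM in the control, 6943 at 1 h, 19619 at 6 hs and 20765 at 24 hs, so its value was below the control at 1 h only, with log2 ratios of -1.04, 0.46 and 0.54. In the fourth group, miR397 II had 5326 RPM in the control, 5653 at 1 h, 4534 at 6 hs and 2931 at 24 hs, and miR398* I had 9335 RPM in the control, 9415 at 1 h, 8654 at 6 hs and 4634 at 24 hs. The log2 ratio of miR398* I at 6 hs was -0.11 (-0.14 to -0.07), positive under 3 of the 6 other denominators, and at 24 hs it was -1.01. The fifth profile, miR159 XVI, had 87310 RPM in the control, 146762 at 1 h, 88920 at 6 hs and 80372 at 24 hs. Intervals in parentheses are 95% intervals from the reads.

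**Figure D2:**
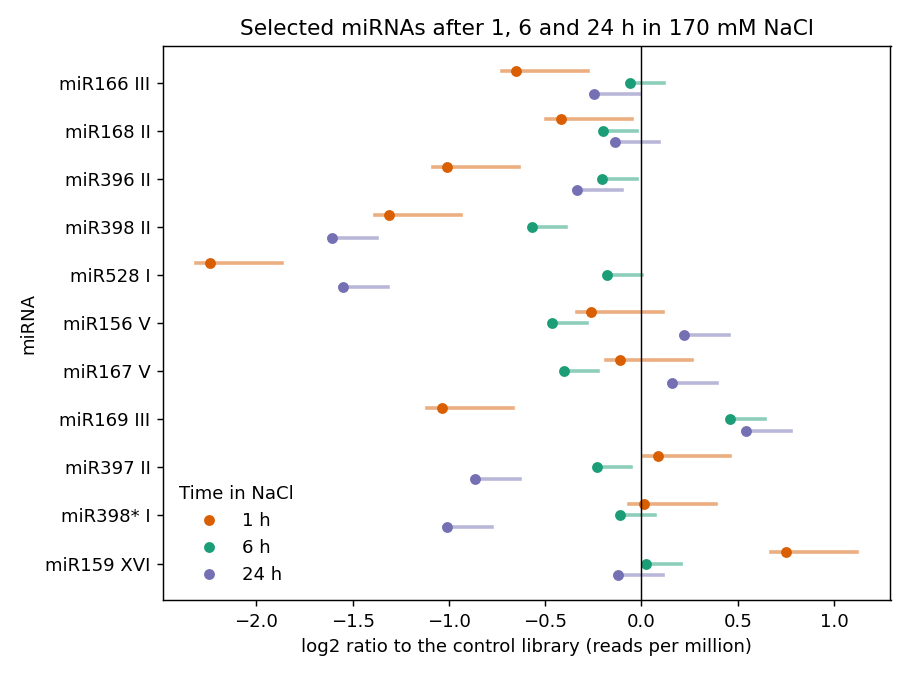
Log2 ratio to the control library of the RPM of the 11 selected sequences after 1, 6 and 24 hs in 170 mM NaCl. Points are ratios on the authors' values and lines span the ratios under all 7 denominators, 1 library per time point. The largest fall was that of miR528 I at 1 h (-2.24) and the largest rise that of miR159 XVI at 1 h (0.75).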

The first cluster comprises 3 miRNAs; miR166III, 168III and 396II (Figures 3A–C), which were down-regulated at 1 h and then returned to their original levels at 6 hs, and down-regulated again at 24 hs; the second group comprises miR398II and 528I (Figures 3D–E), which were rapidly repressed at 1 h, then up-regulated at 6 hs and then down-regulated again after 24 hs; the third group, which includes miR156V, 167V and 169III (Figures 3F–H), was down-regulated until 6 hs and then up-regulated at 24 hs; in the fourth group, miR397II and 398*I (Figures 3I–J) were repressed at 6 hs and 24 hs; finally, miR159XVI (Figure 3K) showed a specific expression profile being quickly induced at 1 h of stress and repressed after that.

**Figure 2:**
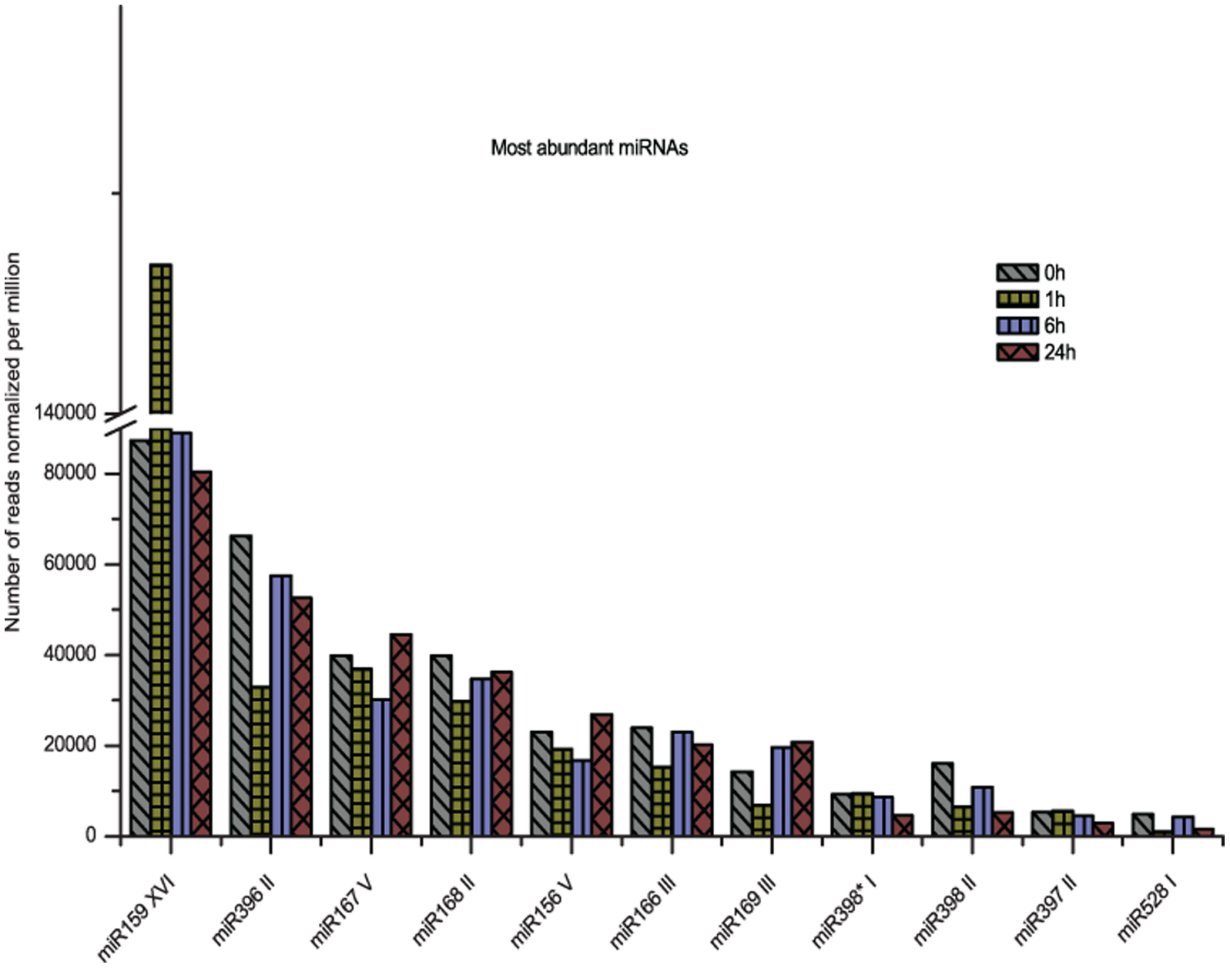
Differential expression profile of most abundant miRNAs obtained in shoots from hydroponic culture. The relative abundance was obtained by the number of reads normalized per million and selected for further validation.

**Figure 3:**
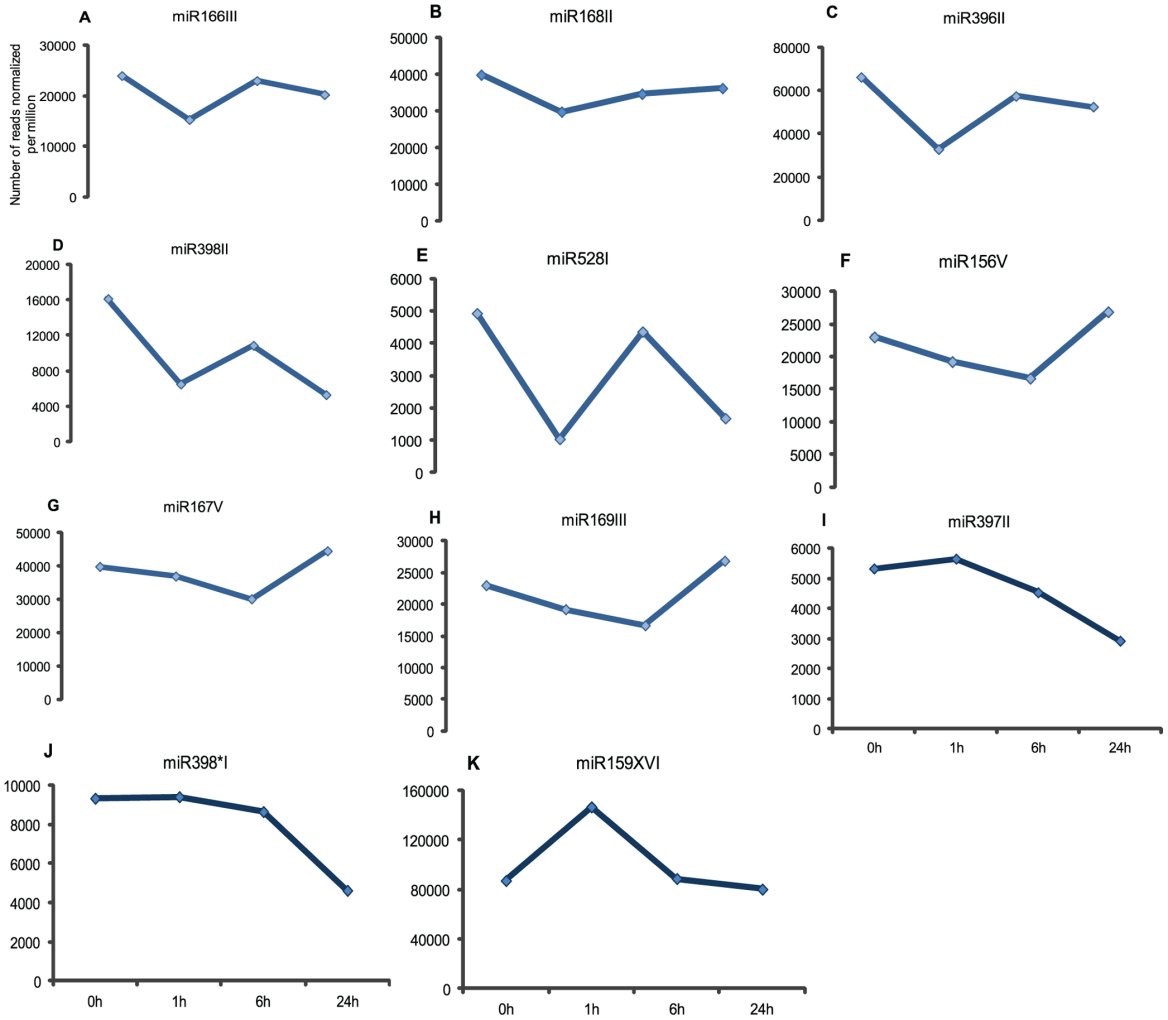
Representative graphs of each miRNA expression profile obtained from samples sent to deep sequencing. A–K: Expression profile of Cv. SP70-1143 shoots grown *in vitro* on 170 mM NaCl. The five categories are: First (A, B, C), second (D, E), third (F, G, H), fourth (I, J) and fifth (K).

### Analysis of Stress-responsive microRNAs in Shoots and Roots Submitted to Mild and Severe Salt Treatments

Stem-loop qRT-PCR was performed in biological replicas to analyze the expression of the 11 selected sRNA. MiRNA 166III, 168II, 396II and 398II had similar expression profiles in the small RNA libraries and in the shoot biological replicas (Figures 3A–D, Figures 4A–D). In contrast, miRNAs 528I, 156V, 167V, 169III, 397II, 398*I and 159XVI had expression patterns that did not match the profiles of the small RNA libraries (Figures 3E–K, Figures 4E–K). The differences in expression observed among the samples that were sequenced and the ones used for validation could be the result of either physiological differences among samples or high fluctuation of miRNA expression when plants are under stress [34].

**Figure 4:**
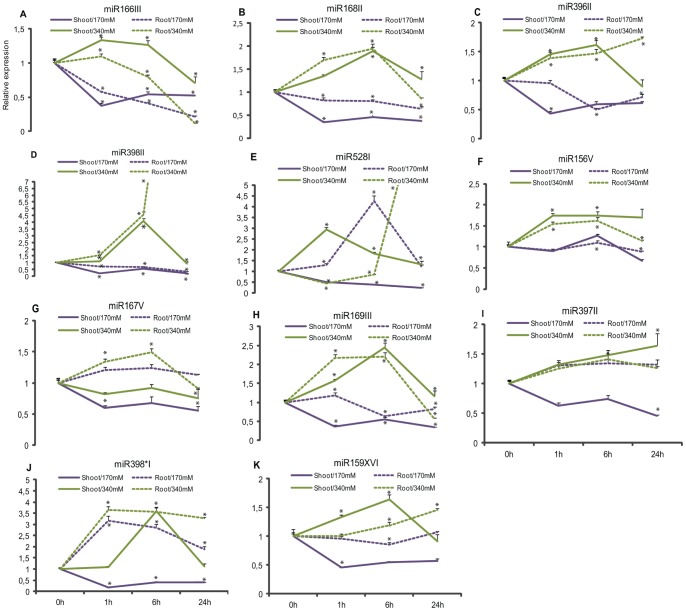
Validation of the effects of salinity stress on miRNA expression. A–K represents the relative expression of shoots and roots of Cv. SP70-1143 of biological replicas submitted to 170 mM and 340 mM NaCl treatment in hydroponic system. Bars indicate means ± standard deviation. Significant differences of expression are indicated with asterisk.

In the roots, miR166III, 168II, 396II, 398II, 169III, and 159XVI were down-regulated (Figures 4A, B, C, D, H, K), with the expression of miR166III being strongly suppressed. On the other hand, miRNAs 528I, 167V, 397II and 398*I showed induction at 6 hs in response to moderate salt stress in the roots (Figures 4E, G, I, J). In this group, we observed that 398*I showed a 3-fold increase in expression in 1 h, and miR528I, a 4-fold increase after 6 hs.

When plants were submitted to a severe salinity stress, miRNAs 166III, 168II, 396II, 398II, 156V, 169III, 397II and 159XVI showed a 1,5-fold increase in expression (Figures 4A, B, C, D, F, H, I, K). MiR528I showed a 3-fold induction in shoots, and miR398*I, a 4-fold induction in roots (Figures 4E, J, respectively). In general, both tissues displayed a similar expression modulation of miRNAs under these conditions; miRNAs were induced in 1 h and maintained their level until 6 hs, decaying after that. However, miR397II was continually induced in shoots and miR398II in roots/340 mM. In view of these results, miRNAs had higher expression rates in samples treated with severe salt treatment compared to the mild one.

### Analysis of microRNA Expression in Leaves From Soil-grown Sugarcane Stalks

The analysis of miRNA regulation in plants germinated from stalks and grown in pots with soil is important because the plant’s settings resemble its physiological conditions found in the field. To investigate the responsiveness of miRNA to salinity in shoots from grown stalks, we compared the expression profiles of the same chosen group of 11 sRNA in shoots from four cultivars (SP83-2847, SP83-5073, SP90-3414 and SP90-1638) irrigated with 170 mM NaCl (Figures 5A–K).

**Figure 5:**
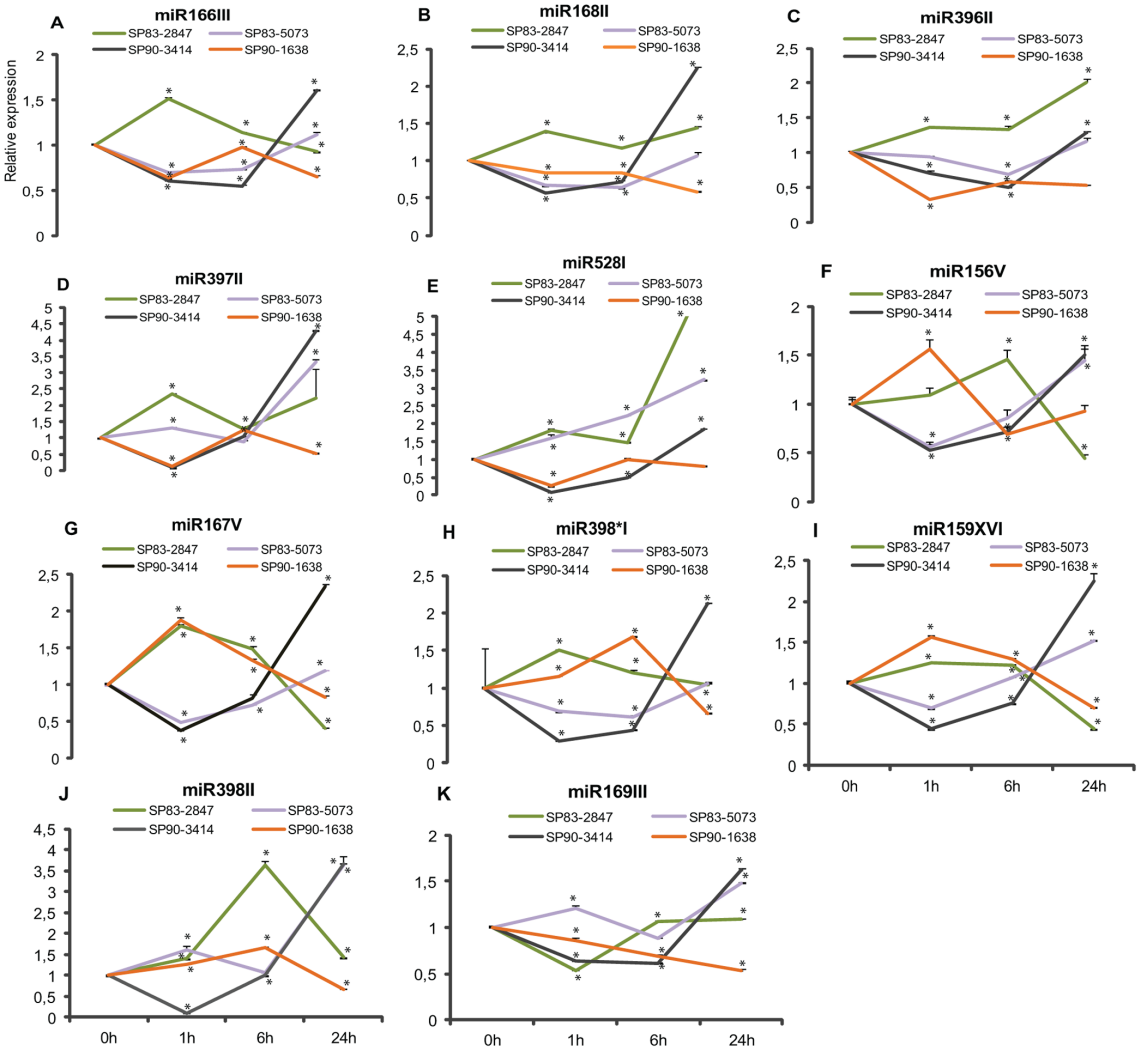
Verification of miRNA profile in plants grown from stalks. A–K represents the expression of the previously selected 11 miRNAs in shoots of the genotypes (SP90-1638, SP90-3414, SP83-2847 and SP83-5073). Bars indicate means ± standard deviation. Significant differences of expression are indicated with asterisk.

Most cultivars could be grouped according to their expression response to stress as follows: miRNAs 166III, 168II, 396II, 397II and 528I showed a common response in the four cultivars, despite being more expressed in SP83-2847. In the latter cultivar, the miRNAs were induced at 1 h, returning to the initial level at 6 hs and induced at 24 hs (Figures 5A, B, C, D, E). Conversely, in the other three cultivars, these miRNAs were repressed at 1 h followed by an induction at 6 hs and; however, at 24 hs we observed more variation in the expression patterns.

A group including miRNAs 156V, 167V, 398*I and 159XVI also displayed common patterns of expression. Figures 5F, G, H and I indicate that in SP90-1638 and SP83-2847 these miRNAs were more expressed when compared to their levels in SP90-3414 and SP83-5073. In the first two cultivars, these miRNAs were induced at 1 h and then repressed at 6 and 24 hs, except for the induction of miRNA398*I observed at 6 h in SP90-1638 (Figures 5H). In contrast, in the latter two cultivars, a repression occurred at 1 h and 6 hs, followed by an up-regulation in 24 hs.

The miR398II was repressed at 1 h and induced after 6 hs only in SP90-3414. In contrast, its expression was induced at 1 h and repressed after 6 hs in SP90-1638 and SP83-2847 (Figures 5J). SP83-5073 also showed an induction at 1 h, but it was repressed at 6 hs and induced at 24 hs, which is unlike the pattern described above. Still in this cultivar, miR169III showed a similar regulation compared to miR398II (Figures 5K). However, miR169III levels were down-regulated in 1 h in SP83-2847, SP90-3414 and SP90-1638, but in the next time-points, the modulation varied.

### Regulation of Putative microRNA Targets in Salt-stressed Plants

A crucial step to understand the biological functions of miRNAs is the identification of their targets and the analysis of their regulation. Plant miRNAs use to the near-perfect sequence complementarity to a target mRNA as a mechanism of post-transcriptional regulation. The resulting cleavage of targets leads to a decrease of mRNA levels. To better understand the functionality of the 10 sRNAs analyzed in this work, putative targets were predicted using the UEA sRNA toolkit-Plant website with the *Saccharum officinarum* ESTs – DFCI gene Index allowing no more than 3 mismatches between the miRNA and the target. In Table 1 the putative targets identified are listed, with their respective gene accession numbers.

We performed qRT-PCR of six chosen targets to evaluate if the miRNA differential expression observed had a direct consequence in their target transcript abundance in biological replicas and in the cultivars. The mRNA-targets identified are mainly transcription factors involved in plant development, such as GAMyB (miR159XVI), HAP12 (miR169III) and GRF (miR396II), as well as the Argonaute 1 (AGO1) protein, important for directing the cleavage of miRNAs’ targets. We also predicted some enzymes that might be involved plant metabolism: Laccase (miR397III) and Ser/Thr kinase protein (miR398*I).

As shown in figures 4 and 6, target miRNA-mediated regulation appears to be occurring, but not at all time points. It is possible that expression levels of target mRNA does not decrease with miRNA induction suggesting that mRNA post-transcriptional regulation is not limited to miRNA-direct cleavage [35]. Previously, the GAMyB transcription factor had been identified as a target of miR159 [36], [37]. Figure 6A shows that GAMyB levels are higher in roots under mild and severe salt stress. Interestingly, expression levels in shoots remained relatively constant through time when compared to miR159XVI expression profile in that same tissue.

**Figure 6:**
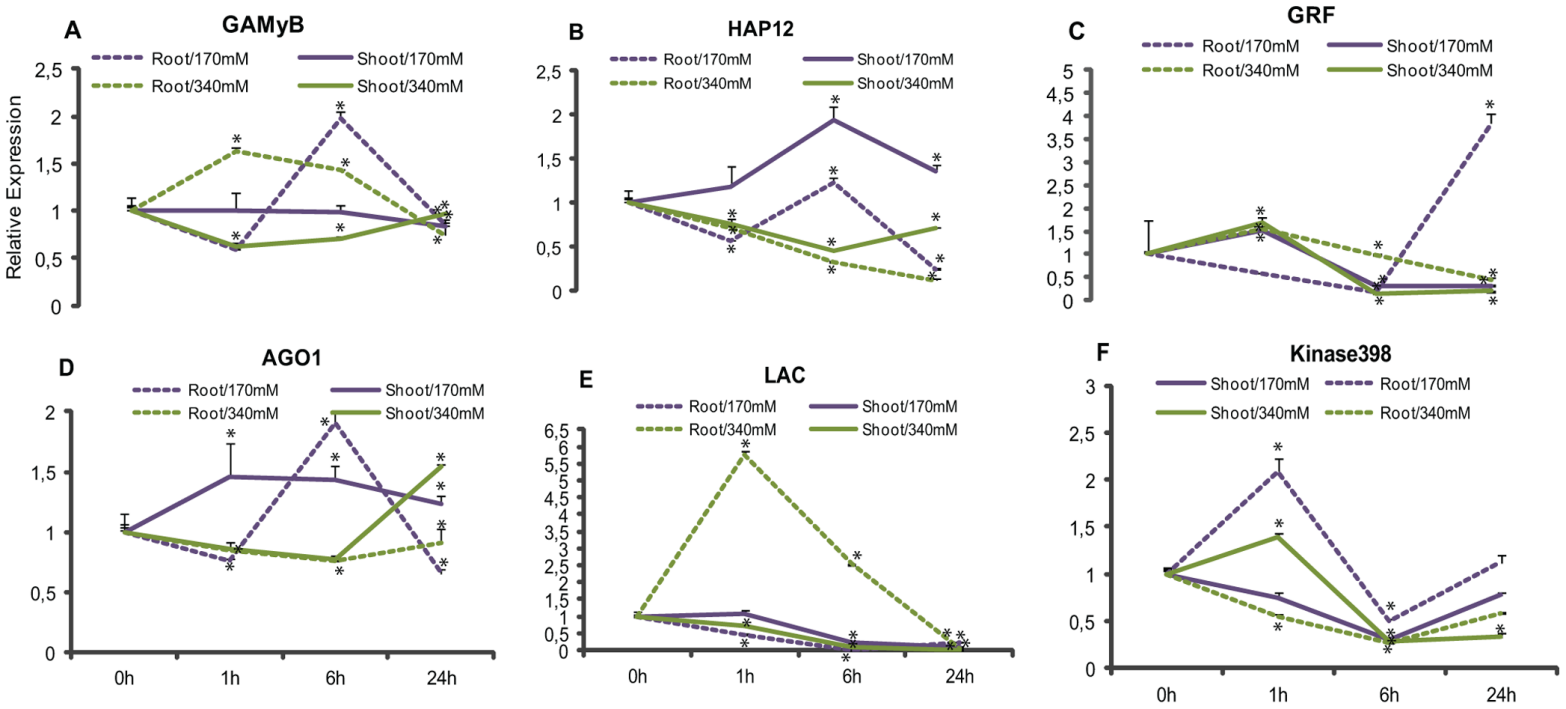
Evaluation of target expression profile of shoots and roots from hydroponic culture. Validation of target regulation by miRNA in roots and shoots of Cv SP70-1143 submitted to 170 mM and 340 mM NaCl treatments. Bars indicate means ± standard deviation. Significant differences of expression are indicated with asterisk.

Another gene that was identified as responsive to salt stress was the transcription factor HAP, also known as Nuclear Factor Y (NF-Y). Figure 6B shows the expression profiles of HAP12 in samples submitted to mild and severe salt treatments. In the moderate stress, mRNA levels in roots was down-regulated in 1 h and up-regulated in shoots, followed by an increase in 6 hs and decrease in 24 hs, which is inversely correlated to the miR169III expression (Figure 4H, Figure 6B). In the severe condition, roots and shoots were equally repressed until 6 hs, followed by an induction in shoots, while in roots the mRNA levels are continuously low (Figure 6B).

Growth-regulating factors (GRF) constitute a family of transcription factors involved in growth and development of plants. The results of the expression analysis showed that GRF1 was likely regulated by miR396II (Figure 4C, Figure 6C). In roots grown in 170 mM NaCl, GRF mRNA levels started to drop within 1 h of salt stress, while miR396II level did not change. However, after 6 hs, the target expression increased 4-fold compared to the miRNA (Figure 6C). The induction of GRF genes occurred after 1 h in shoots and roots from the severe salt treatment.

Previous works have described the feedback regulation of AGO1 mRNA through the action of miR168 as being a crucial step for proper plant development and regulation of gene expression [38], [39]. Here, we have shown that AGO1 was highly induced in tissues of plants grown on mild salt concentration (Figure 6D). AGO1 levels were induced after 1 h in shoots and maintained a constant level till the end of the experiment. In roots, a 2-fold induction was observed after 6 hs followed by a down-regulation in 24 hs. In the severe salt treatment, lower expression levels of AGO1 were observed in root and leaf tissues, compared to miR168II levels in the same salt concentration.

Laccases have also been identified as miR397 targets in other plants [40], [41]. They are part of a larger group of enzymes, termed the multi-copper enzymes, which also includes the ascorbate oxidase. Here, the experiment showed a 6-fold increase in Laccase expression in roots treated with 340 mM NaCl after in 1 h compared to miR397II (Figure 4I, Figure 6E). The level of Laccase transcripts in shoots from both salt treatments, as well as in roots treated with 170 mM NaCl seemed unaffected.

Recent reports suggested the contribution of miRNA* on the regulation of gene expression under particular environmental conditions [42], [18]. We identified a Serine/Threonine protein kinase (named here as Kinase398) as a putative miR398*I target. In samples from the mild stress, Kinase398 mRNA levels in roots showed a 2-fold induction in 1 h, and then these levels were down-regulated until 6 hs. In shoots, Kinase398 was repressed after 1 h (Figure 6F). In shoots grown on severe salt stress, Kinase398 expression showed a similar pattern from the observed in roots grown in170 mM NaCl, being down-regulated until 6 hs (Figure 6F).

### Target Analysis in Plants Germinated from Stalks

Next, we conducted an analysis of the same miRNA targets in plants grown from stalks. The analysis of HAP12 and GRF expression confirmed that the targets had an inverse regulation from that of miRNAs 169III and 396II, respectively, in the set of four cultivars (Figure 7A, Figure 7B). Our results showed an approximately 2-fold induction of HAP12 in shoots and roots treated with 170 mM NaCl, and in the four genotypes. In contrast, a continuous decrease in mRNA levels occurred in roots and shoots treated with 340 mMNaCl. GRF mRNA levels were down-regulated after 1 h in sugarcane plantlets, and, in shoots of SP90-1638 and SP83-5073, it remained constant through the time-course. In contrast, GRF was up-regulated in SP83-2847 and SP90-3414, differently from the pattern observed in the others genotypes.

**Figure 7:**
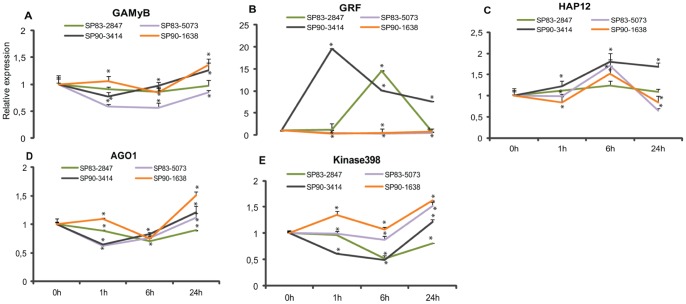
Targets’ analysis in shoot of plants germinated from stalks. Expression profile of the predicted targets in shoots in response to mild salt stress in genotypes SP90-1638, SP90-3414, SP83-2847 and SP83-5073. Bars indicate means ± standard deviation. Significant differences of expression are indicated with asterisk.

GAMyB, AGO1 and Kinase398 expression modulation showed the expected inverse profile relative to their respective miRNA in cultivars SP83-2847 and SP90-1638. However, this result was not observed in cultivars SP83-5073 and SP90-3414 suggesting that these targets might not be directly involved in miRNA gene expression in response to salt treatment in these cultivars.

## Discussion

Plant metabolism and physiological integrity are affected by salt stress. Yet, many plants are capable to tolerate alterations in their surrounding environment by developing a more efficient management of osmotic adjustment and compartmentalization of solutes [43]. In this work, we identified millions of small RNA sequences of sugarcane shoot plantlets as a starting point to understand the extent of the impact of salt stress on plant metabolism through the regulation by miRNAs. Our results demonstrated that the expression of miRNAs and their predicted targets in sugarcane are modulated by salt stress.

Short-term stress applied in the experiments described here was important to analyze how the earliest responses are perceived by the plant in a saline environment. 

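At 1 h in 170 mM NaCl the log2 ratio to the control library was -2.24 for miR528 I (95% interval from the reads -2.32 to -2.16), -1.31 for miR398 II (-1.35 to -1.28), -1.04 for miR169 III (-1.07 to -1.003) and -1.01 for miR396 II (-1.03 to -0.99). It was -0.65 for miR166 III (-0.67 to -0.63) and -0.42 for miR168 II (-0.44 to -0.40). These 6 sequences stayed below the control at 1 h under every denominator tried. With the trimmed mean of log ratios, however, miR168 II was only at -0.047 and miR166 III at -0.28. The ratios of miR156 V (-0.26) and miR167 V (-0.11) became 0.11 and 0.26 with the trimmed mean of log ratios as the scale. For miR397 II and miR398* I the log2 ratio at 1 h was 0.09 (0.04 to 0.13) and 0.01 (-0.02 to 0.05). On the authors' values, that of miR398* I could not be told from 0 at this depth. With the trimmed mean of log ratios they were 0.46 and 0.385, and with the paper's library totals 0.011 and -0.063. At 6 hs the ratios of these 2 sequences were -0.23 and -0.11, the latter positive under 3 of the 6 other denominators, and at 24 hs -0.86 and -1.01. The paper states from these profiles that the first 8 sequences were repressed after the first hour and the other 2 affected only after 6 hs. Its qRT-PCR in other plants did not match the library profiles of miR528 I, miR156 V, miR167 V, miR169 III, miR397 II and miR398* I.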

Bioinformatics-based analysis identified miRNA 166III, 168III, 396II, 398II, 528I, 156V, 167V and 169III as repressed already after the first hour of exposure to salt, whereas miR397II and 398*I expression levels were affected by salt stress only after 6 hs. A different pattern from the described above was observed for miR159XVI, whose increase in transcription levels was initiated in 1 h. This result demonstrates that these miRNAs are responsive to salt stress, but are differentially regulated at specific time-points after the stress. 

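The RPM of miR159 XVI rose from 87310 in the control (95% Wilson interval 86864 to 87758) to 146762 at 1 h (146163 to 147362), a log2 ratio of 0.75. This sequence took 8.73% of the reads that the control values were divided by, and 14.7% at 1 h. These denominators are smaller than the library totals that the paper reports. It returned to 88920 at 6 hs and 80372 at 24 hs, log2 ratios of 0.03 and -0.12. Across the 6 other denominators the log2 ratio at 1 h lay between 0.67 and 1.12 and at 24 hs between -0.14 and 0.11.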

Other reports that emphasized the rapid plant response to an abiotic stress also observed various patterns of expression. Liu et al. [19] showed by microarray that two-week-old seedlings of *Arabidopsis* grown under 300 mM NaCl, miRNAs 156, 167 and 168 demonstrated a gradual increase of expression after 2 h, while miR396a increased its level after 24 h. The authors suggested that these miRNAs might be of later response or were not sensitive enough to perceive the salt stressed imposed to *Arabidopsis* seedlings.

To validate the results obtained by deep sequencing, we constructed biological replicas with plantlets grown in hydroponic culture, and harvested shoots and roots treated with 170 mM NaCl. To investigate the modulation of miRNAs responses to a more severe stress, plantlets were treated with 340 mM NaCl for 1, 6 and 24 hours. Compared to control plants, it was possible to observe an interesting regulation of miRNAs in treated plants in both conditions, which reflected in the different patterns of expression. Most of the miRNAs seemed to be induced when plants were treated with a more severe salt stress rather than with the mild one (Figure 4). In plants treated with 340 mM NaCl, miRNAs 166III, 168II, 396II, 398II, 156V, 169III and 159XVI showed higher expression rates in shoots and roots compared to the samples from the mild stress treatment (Figures 4A, B, C, D, F, H, K). Shoots and roots are obligated to deal with excess of Na^+^ and Cl^-^ and to quickly adjust to changes in gene expression. The reason for the lower level of expression in the mild stress could be explained by the fact that this salt concentration was not enough to cause physiological changes in the plant that would trigger a regulation mediated by miRNA.

MiR167V, 397II and 398*I showed higher expression rates in roots independent of the NaCl concentration applied, suggesting that they might operate more actively in this tissue (Figures 4G, I, J). The role of miR398*I has not yet been described, although our results indicated an important correlation of this miRNA* and salt stress in sugarcane. MiR528I presented a varied expression in tissues influenced by the same salt concentration. It was induced in shoots, but repressed in roots treated with 340 mM NaCl; and, repressed in shoots and induced in roots under 170 mM NaCl. In [44], the authors showed that miR528 transcripts were more expressed in leaves of *Saccharum sp*, and Ding et al. [36] reported that osa-miR528 was regulated by in salt-stressed in roots of two maize lines. They also predicted Cu/Zn superoxide dismutase as a miR528 target and they associated this enzyme to the scavenging of reactive oxygen species, produced by salt stress. Here, we predicted a Laccase target instead. Several lines of evidence report the involvement of Laccases in lignin synthesis in cell wall and also in plant growth and development [45]. One possibility is that the 6-fold induction of Laccase in salt stressed plants would lead to the formation of Casparian strips located in sugarcane plantlets root cells. Theses strips are formed by the deposition of lignin and suberin [46] contributing, not only to a strengthening of the cell wall, but also acting as a barrier to solutes preventing the influx of salt ions, and the efflux of vital solutes [47].

A better understanding of the roles of miRNAs and their targets is of fundamental importance to trace their biochemical function in order to decode the complex biological network that they might be part of. Overall, qRT-PCR of the chosen targets matched the inverse expected correlation of expression of miRNAs, thus suggesting that these targets are involved in salt stress responses. Positively regulated miRNAs are expected to influence the expression of negative regulators of stress tolerance by repressing them. On the other hand, negatively regulated miRNAs allows the induction of positive stress regulators [48]. Transcription factors validated in our work, such as GAMyB, HAP12 and GRF, are known to regulate the development and growth of plants, and these targets had already been reported in previous works as being modulated by salt stress [36], [37], [49], [50].

Individual HAP subunits are known to be required in important processes, such as embryogenesis, drought resistance, ABA perception, nitrogen-fixing nodule development, among others [51], [52], [53]. Zhao et al. [8] described that two members of miR169 family were induced by high salinity in rice and *Arabidopsis* seedlings. In our work, HAP12 expression was induced in shoots of plants germinated from stalks and also in plantlets of mild salt stress. However, the repression observed in roots and shoots treated with 340 mM NaCl could indicate an important regulatory tolerance mechanism displayed by HAP12. GRFs form a family of transcription factors that regulate plant growth and are strongly expressed in actively growing and developing tissues, such as shoot apex, flower buds and immature leaves, but weakly expressed in mature leaves and organs [54], [55]. Under salt stress, GRF expression in the 5 sugarcane genotypes analyzed here showed an opposed pattern of regulation to miR396II. The kinetics of the transcription factors expression varies in the cultivars, suggesting that there could be genetic factors controlling their expression, indicating an important control of plant development, especially when the plants were under the severe salt stress.

Although several AGO proteins have been shown to be regulated by biotic stresses [56], [57], their correlation with abiotic stress responses is still unclear. In our results, it is likely that miR168II transcription is activated in conditions with high salt concentration and, as a consequence, AGO1 levels decay. Since Argonaute is a core component of the RISC complex that guides miRNAs to cleave complementary target-mRNAs, it may impact global miRNA action potentially adjusting metabolic processes in response to salt stress.

Also, we report a novel sugarcane kinase, named Kinase398, and its possible regulation by miRNA398* upon salt stress. An extensive search in the databases did not identified orthologs of the Kinase398 in other plant species. Curiously, we found a sugarcane homologous gene (TC128481) encoding a similar protein kinase, indicating a possible gene duplication (Figure S2). However, the alignment with microRNA398* showed that this gene is not a target (Figure S2B). We suggest that Kinase398 and its homologous gene may be the result of recent evolution, and that Kinase398 may have recently acquired a microRNA-based mode of regulation.

### Conclusion

Here, we have shown that several microRNAs can play important roles in the response to salinity in sugarcane cultivars. MiRNAs were dynamically and transiently regulated during salt stress in the five sugarcane genotypes analyzed. We also showed that target protein-coding genes are stress-regulated as well, and might be indirectly involved in repairing cell wall, establishing metabolic adjustments and regulating development and cell division by changing the expression of other proteins that are part of a major regulatory network, yet to be fully elucidated. Together, our results also indicated that an intrinsic regulation of plant growth and development is being modulated during salt stress and it also highlights differences in the nature of the molecular responses from *in vitro* plantlets and plants grown from stalks. Based on our findings, we can conclude that a number of miRNAs are involved in salt stress responses in sugarcane. The observation that microRNAs and targets have patterns of responses to salt stresses that are characteristic of different sugarcane cultivars suggest that they could be used to develop molecular markers, useful in sugarcane breeding. Our findings will probably lead to new ways to enhance crop tolerance to this abiotic problem in agribusiness.

## Supporting Information

Figure S1 **Validation with the SsNAC23 gene**. Two biological replicas confirm the regulation mediated by salinity stress. (A) Shoot samples of Cv. SP70-1143 grown on hydroponics and treated with 170 mM NaCl that were sent to deep sequencing show a tendency in expression in the four-time points; (B) Biological replicas of *in vitro* plantlets grown on 170 mM and 340 mM NaCl; (C) and shoots of four genotypes of plants grown from stalks watered with 170 Mm NaCl. Bars indicate means ± standard deviation. Significant differences of expression are indicated with asterisk.
(EPS) Click here for additional data file.

Figure S2 CLUSTALW alignment between each Kinase398 homologs with miR398*I. (A) Near-perfect complementarity between miR398*I and TC141387, identified by bioinformatics; (B) Despite the fact that TC128481 was identified as a homologous gene, the pairing with the miRNA is discontinuous indicating that it is not a target of miR398I*. *denotes conserved nucleotides.
(EPS) Click here for additional data file.

Table S1 List of miRNAs and miRNAs* IDs and the normalized number of reads per million generated from Solexa sequencing of shoot of plants harvested after 1, 6 and 24 **h in 170** **mM NaCl of hydroponic solution, and the control plants.**
(DOC) Click here for additional data file.

Table S2 **miRNAs and targets primers sequences for RT-PCR analysis.**
(DOC) Click here for additional data file.

# Supplementary material for: High-Throughput Sequencing of Small RNA Transcriptome Reveals Salt Stress Regulated MicroRNAs in Sugarcane
**Source:** PLoS One. 2013 Mar 27;8(3):e59423. doi: 10.1371/journal.pone.0059423
**Supplement:** Table S1 — List of miRNAs and miRNAs* IDs and the normalized number of reads per million generated from Solexa sequencing of shoot of plants harvested after 1, 6 and 24 h in 170 mM NaCl of hydroponic solution, and the control plants.

Table S1: List of miRNAs and miRNAs* IDs and the normalized number of reads per million generated from Solexa sequencing of shoot of plants harvested after 1, 6 and 24h in 170mM NaCl of hydroponic solution, and the control plants.

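The table lists, for each library in turn, a name, a sequence and the RPM of every miRNA and miRNA* above the cut-off. Roman numerals number the sequences of a family, so miR156 IV and miR156 V are different sequences of family 156 and an asterisk marks the strand opposite the mature miRNA. All 441 entries of the 4 deposited lists, compared by name, sequence and value, were identical to the 441 entries of the table. A sequence is entered under a library only if it passed the cut-off there, so the 4 columns hold 131, 91, 109 and 110 entries. For example, the sequence named miR395 without a numeral (TGAAGTGTTTGGAGGAACTC) was not listed in the control and had 142.8, 498.2 and 190.0 RPM at 1, 6 and 24 hs.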

| **Library 0h** | | | **Library 1h** | | | **Library 6h** | | | **Library 24h** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| miRNAs ID | Sequences | Norm. reads/  million | miRNAs ID | Sequences | Norm. reads/  million | miRNAs ID | Sequences | Norm. reads/  million | miRNAs ID | Sequences | Norm. reads/  million |
| | miR156 V | | --- | | miR156 VII | | miR156 II | | miR156 IV | | miR156 VI | | miR156 IX | | miR156 XXI | | miR156 XX | | miR156 XVII | | miR156 XIII | | miR156 I | | miR156* I | | miR156* II | | miR156* III | | miR156* IV | | miR156* V | | miR156* VI | | miR156* VII | | miR156* VIII | | miR156* IX | | miR159 XVI | | miR159 XIII | | miR159 X | | miR159 XV | | miR159 XVII | | miR159 XX | | miR159 VIII | | miR159 XIV | | miR160 I | | miR160 II | | miR162 I | | miR164 I | | miR166 III | | miR166 X | | miR166 IX | | miR166 I | | miR166 II | | miR166 XV | | miR166 XVI | | miR166* XIII | | miR166* XI | | miR166* X | | miR166* I | | miR166* XIV | | miR167 V | | miR167 IV | | miR167 VII | | miR167 III | | miR167 IX | | miR167* III | | miR167* II | | miR167* I | | miR168 II | | miR168 XVI | | miR168 I | | miR168 IV | | miR168;miR168* II | | miR169 III | | miR169 V | | miR169 II | | miR169 VIII | | miR169 IX | | miR169 XVIII | | miR169 XVII | | miR169 IV | | miR169 XV | | miR169* V | | miR169* XV | | miR169* VII | | miR171 I | | miR171 XVII | | miR171 XVIII | | miR171 VII | | miR171* II | | miR172 I | | miR172* | | miR319 XII | | miR319 I | | miR319 III | | miR390 I | | miR393 II | | miR393 IV | | miR393 III | | miR393; I | | miR393; II | | miR393;III | | miR394 I | | miR395 III | | miR395 VII | | miR395 I | | miR395 IX | | miR395* I | | miR396 II | | miR396 III | | miR396 XIII | | miR396 VII | | miR396 X | | miR396 VI | | miR396 XIV | | miR396 IX | | miR396 XV | | miR396 IV | | miR396 XVI | | miR396 XVII | | miR396* I | | miR397 II | | miR397 VI | | miR398 II | | miR398 I | | miR398 III | | miR398 IV | | miR398* I | | miR398* II | | miR398* III | | miR398* IV | | miR398* V | | miR398* VI | | miR398* VII | | miR408 I | | miR408 II | | miR408 III | | miR444 III | | miR444 II | | miR5072 I | | miR5072 II | | miR528 I | | miR528 II | | miR528* I | | miR529 I | | miR529* I | | miR827 | | | TGACAGAAGAGAGTGAGCAC | | --- | | TTGACAGAAGAGAGTGAGCAC | | TGACAGAAGAGAGCGAGCAC | | TGACAGAAGAGAGTGAGCA | | TTGACAGAAGAGAGCGAGCAC | | TGACAGAAGAGAGTGAGCACA | | TGACAGAAGAGAGTGAGCACG | | TGACAGAAGAGAGTGAGC | | GACAGAAGAGAGTGAGCA | | CTGACAGAAGAGAGTGAGCAC | | GACAGAAGAGAGTGAGCACA | | GCTCACTTCTCTTTCTGTCAGC | | GCTCACTCTCTATCTGTCAGC | | GCTCACTTCTCTCTCTGTCAGC | | TGCTCACTTCTCTTTCTGTCAGC | | GCTCGCTTCTCTTTCTGTCAGC | | GCTCACTCTCTATCTGTCAG | | GCTCACTTCTCTTTCTGTCAG | | TGCTCACTTCTCTTTCTGTCAG | | TGCTCGCTTCTCTTTCTGTCAGC | | TTTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCT | | TTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCTCT | | TTTGGATTGAAGGGAGCTCTGC | | TTTGCATGACCGAGGAGCTGC | | TTGGATTGAAGGGAGCTCC | | TTTGGATTGAAGGGAGCTC | | TGCCTGGCTCCCTGTATGCCA | | TGCCTGGCTCCCTGAATGCCA | | TCGATAAACCTCTGCATCCAG | | TGGAGAAGCAGGGCACGTGCA | | TCGGACCAGGCTTCATTCCCC | | TCGGACCAGGCTTCATTCCTC | | TCGGACCAGGCTTCATTCCC | | TCTCGGACCAGGCTTCATTCC | | TTCGGACCAGGCTTCATTCCC | | TCGGACCAGGCTTCAATCCCT | | CTCGGACCAGGCTTCATTCCC | | GGAATGTTGTCTGGTTCAAGG | | GGAATGTTGTCTGGCTCGGGG | | GGAATGTTGTCTGGCTCGAGG | | AATGTTGTCTGGCTCGAGGTG | | GGAATGTTGTCTGGTTCTAGG | | TGAAGCTGCCAGCATGATCTGA | | TGAAGCTGCCAGCATGATCTG | | TGAAGCTGCCAGCATGATCTGG | | TGAAGCTGCCAGCATGATCTA | | AAGCTGCCAGCATGATCTGA | | AGGTCATGCTGTAGTTTCATC | | AGATCATCTGGCAGTTTCATT | | AGATCATGTTGCAGCTTCACT | | TCGCTTGGTGCAGATCGGGAC | | TCGCTTGGTGCAGATCGGGA | | CCCGCCTTGCACCAAGTGAAT | | TCGCTTGGTGCAGATCGGGACC | | CCCGCCTTGCACCAAGTGA | | CAGCCAAGGATGACTTGCCGG | | AGCCAAGGATGACTTGCCGG | | CAGCCAAGGATGACTTGCCGA | | AGCCAAGGATGACTTGCCGAT | | AGCCAAGGATGACTTGCCGGC | | TAGCCAAGGATGATTTGCCTGT | | TAGCCAAGGATGAGCTGCCTG | | TAGCCAAGGATGACTTGCCGG | | TAGCCAAGGATGACTTGCCTACA | | TGGCATCCATTCTTGGCTAAG | | GCATCCATTCTTGGCTAAGTG | | TGGGCAGTCTCCTTGGCTAGC | | TGATTGAGCCGTGCCAATATC | | TTGAGCCGCGTCAATATCTCC | | TTGAGCCGTGCCAATATCACG | | TGAGCCGAACCAATATCACTC | | TGTTGGCTCGGCTCACTCAGA | | AGAATCTTGATGATGCTGCAT | | GCAGCACCATCAAGATTCACA | | TTGGACTGAAGGGTGCTCCCT | | CTTGGACTGAAGGGTGCTCCCT | | TTGGACTGAAGGGTGCTCCCTT | | AAGCTCAGGAGGGATAGCGCC | | CTCCAAAGGGATCGCATTGAT | | TCCAAAGGGATCGCATTGAT | | TCCAAAGGGATCGCATTGATC | | TCAGTGCAATCCCTTTGGAAT | | TCAGTGCAATCCCTTTGGAATT | | CAGTGCAATCCCTTTGGAATT | | TTGGCATTCTGTCCACCTCC | | TGAAGTGTTTGGGGGAACTC | | TGAAGTGCTTGGGGGAACTC | | AGTGAAGTGTTTGGGGGAACT | | TGAAGTGTTTGGGGGAACT | | GTTCTCCACAAACTACTTCAGT | | TCCACAGGCTTTCTTGAACTG | | TTCCACAGCTTTCTTGAACTT | | TCCACAGGCTTTCTTGAACT | | CTTTCCACAGGCTTTCTTGAA | | GTTCAAGAAAGTCCTTGGAAA | | ATGGTTCAAGAAAGTCCTTGGAAA | | TTCCACAGCTTTCTTGAACT | | GTTCAAGAAAGCCCATGGAAA | | TTTCCACAGCTTTCTTGAACT | | TTCCACAGCTTTCTTGAACTG | | ACAGGCTTTCTTGAACTG | | GTTCAAGAAAGTCCTTGGAA | | GGTCAAGAAAGCTGTGGGAAG | | TTGAGTGCAGCGTTGATGAGC | | TTGAGTGCAGCGTTGATGAG | | TGTGTTCTCAGGTCGCCCCCG | | ATGTGTTCTCAGGTCGCCCCCG | | GTGTTCTCAGGTCGCCCCCGC | | ATGTGTTCTCAGGTCGCCCCC | | GGGGGCGGACTGGGAACACAT | | GGGGCGGACTGGGAACACATG | | GGGGCGGACTGGGAACACAT | | GGGGCGGACTGGGAACACA | | GGGGGCGGACTGGGAACACA | | GGGGGCGGACTGGGAACAC | | GGGGGCGGACTGGGAACACATG | | CTGCACTGCCTCTTCCCTGGC | | TGCACTGCCTCTTCCCTGGCT | | TGCACTGCCTCTTCCCTGGC | | TGCAGTTGTTGTCTCAAGCTT | | TGCAGTTGTTGCCTCAAGCTT | | TTCCCCAGCGGAGTCGCCA | | GTCCCCAGCGGAGTCGCCA | | TGGAAGGGGCATGCAGAGGAG | | TGGAAGGGGCATGCAGAGGA | | CCTGTGCCTGCCTCTTCCATT | | AGAAGAGAGAGAGTACAGCCT | | GCTGTACCCTCTCTCTTCTTC | | TTAGATGACCATCAGCAAACA | | | 23018,60 | | --- | | 1868,12 | | 570,38 | | 559,91 | | 212,58 | | 135,40 | | 96,81 | | 96,81 | | 81,76 | | 81,11 | | 67,37 | | 9967,90 | | 9133,92 | | 1894,94 | | 542,25 | | 401,62 | | 283,23 | | 256,41 | | 90,92 | | 67,37 | | 87309,91 | | 2881,99 | | 1461,92 | | 1256,54 | | 233,52 | | 85,69 | | 72,61 | | 65,41 | | 869,31 | | 130,82 | | 407,51 | | 451,33 | | 23995,18 | | 4235,33 | | 1065,54 | | 860,80 | | 681,58 | | 520,01 | | 67,37 | | 475,53 | | 231,55 | | 116,43 | | 67,37 | | 67,37 | | 39886,66 | | 4894,01 | | 2600,07 | | 1353,34 | | 165,49 | | 300,23 | | 166,80 | | 98,12 | | 39899,74 | | 12457,43 | | 758,76 | | 540,94 | | 89,61 | | 14253,60 | | 310,05 | | 297,62 | | 265,57 | | 121,66 | | 115,78 | | 99,42 | | 94,19 | | 91,57 | | 315,93 | | 266,87 | | 208,01 | | 650,83 | | 296,96 | | 122,32 | | 66,06 | | 126,24 | | 131,48 | | 75,88 | | 3787,92 | | 185,77 | | 90,27 | | 86,34 | | 2204,99 | | 117,74 | | 78,49 | | 201,46 | | 87,65 | | 87,65 | | 272,76 | | 2570,63 | | 111,20 | | 77,84 | | 65,41 | | 104,66 | | 66244,46 | | 3074,95 | | 729,98 | | 557,95 | | 305,47 | | 279,30 | | 131,48 | | 121,66 | | 107,27 | | 96,15 | | 96,15 | | 67,37 | | 165,49 | | 5326,38 | | 105,31 | | 16144,61 | | 790,16 | | 398,35 | | 103,35 | | 9335,38 | | 3299,96 | | 281,27 | | 228,28 | | 226,32 | | 75,88 | | 71,95 | | 2212,18 | | 1576,39 | | 541,60 | | 94,19 | | 75,22 | | 388,54 | | 189,04 | | 4928,68 | | 243,98 | | 190,34 | | 778,38 | | 471,61 | | 248,56 | | | miR156 V | | --- | | miR156 VII | | miR156 IV | | miR156 II | | miR156 VI | | miR156 XVII | | miR156 XX | | miR156 IX | | miR156 XXI | | miR156 XIII | | miR156* I | | miR156* II | | miR156* III | | miR156* IV | | miR156* VII | | miR156* VI | | miR156* V | | miR159 XVI | | miR159 XIII | | miR159 XV | | miR159 X | | miR159 XVII | | miR159 XIV | | miR159 XX | | miR160 I | | miR162 I | | miR164 I | | miR166 III | | miR166 X | | miR166 IX | | miR166 I | | miR166 XV | | miR166 II | | miR167 V | | miR167 IV | | miR167 VII | | miR167 III | | miR167* III | | miR167* II | | miR168 II | | miR168 XVI | | miR168 I | | miR168 IV | | miR168;miR168* II | | miR169 III | | miR169 II | | miR169 VIII | | miR169 V | | miR169 XVII | | miR169* VII | | miR169* V | | miR171 I | | miR171 XVII | | miR171 XVIII | | miR319 XII | | miR319 I | | miR393 II | | miR393; I | | miR394 I | | miR395 III | | miR395 | | miR396 II | | miR396 III | | miR396 XIII | | miR396 VII | | miR396 VI | | miR397 II | | miR398 II | | miR398 III | | miR398 I | | miR398 V | | miR398 IV | | miR398* I | | miR398* V | | miR398* IV | | miR398* II | | miR398* III | | miR398* VI | | miR398* VII | | miR408 I | | miR408 II | | miR408 III | | miR444 III | | miR444 II | | miR5072 I | | miR5072 II | | miR528 I | | miR528 II | | miR529 I | | miR529* I | | miR827 | | | TGACAGAAGAGAGTGAGCAC | | --- | | TTGACAGAAGAGAGTGAGCAC | | TGACAGAAGAGAGTGAGCA | | TGACAGAAGAGAGCGAGCAC | | TTGACAGAAGAGAGCGAGCAC | | GACAGAAGAGAGTGAGCA | | TGACAGAAGAGAGTGAGC | | TGACAGAAGAGAGTGAGCACA | | TGACAGAAGAGAGTGAGCACG | | CTGACAGAAGAGAGTGAGCAC | | GCTCACTTCTCTTTCTGTCAGC | | GCTCACTCTCTATCTGTCAGC | | GCTCACTTCTCTCTCTGTCAGC | | TGCTCACTTCTCTTTCTGTCAGC | | GCTCACTTCTCTTTCTGTCAG | | GCTCACTCTCTATCTGTCAG | | GCTCGCTTCTCTTTCTGTCAGC | | TTTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCT | | TTTGGATTGAAGGGAGCTCT | | TTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCTCTGC | | TTTGGATTGAAGGGAGCTC | | TTTGCATGACCGAGGAGCTGC | | TGCCTGGCTCCCTGTATGCCA | | TCGATAAACCTCTGCATCCAG | | TGGAGAAGCAGGGCACGTGCA | | TCGGACCAGGCTTCATTCCCC | | TCGGACCAGGCTTCATTCCTC | | TCGGACCAGGCTTCATTCCC | | TCTCGGACCAGGCTTCATTCC | | TCGGACCAGGCTTCAATCCCT | | TTCGGACCAGGCTTCATTCCC | | TGAAGCTGCCAGCATGATCTGA | | TGAAGCTGCCAGCATGATCTG | | TGAAGCTGCCAGCATGATCTGG | | TGAAGCTGCCAGCATGATCTA | | AGGTCATGCTGTAGTTTCATC | | AGATCATCTGGCAGTTTCATT | | TCGCTTGGTGCAGATCGGGAC | | TCGCTTGGTGCAGATCGGGA | | CCCGCCTTGCACCAAGTGAAT | | TCGCTTGGTGCAGATCGGGACC | | CCCGCCTTGCACCAAGTGA | | CAGCCAAGGATGACTTGCCGG | | CAGCCAAGGATGACTTGCCGA | | AGCCAAGGATGACTTGCCGAT | | AGCCAAGGATGACTTGCCGG | | TAGCCAAGGATGAGCTGCCTG | | TGGGCAGTCTCCTTGGCTAGC | | TGGCATCCATTCTTGGCTAAG | | TGATTGAGCCGTGCCAATATC | | TTGAGCCGCGTCAATATCTCC | | TTGAGCCGTGCCAATATCACG | | TTGGACTGAAGGGTGCTCCCT | | CTTGGACTGAAGGGTGCTCCCT | | CTCCAAAGGGATCGCATTGAT | | TCAGTGCAATCCCTTTGGAAT | | TTGGCATTCTGTCCACCTCC | | TGAAGTGTTTGGGGGAACTC | | TGAAGTGTTTGGAGGAACTC | | TCCACAGGCTTTCTTGAACTG | | TTCCACAGCTTTCTTGAACTT | | TCCACAGGCTTTCTTGAACT | | CTTTCCACAGGCTTTCTTGAA | | ATGGTTCAAGAAAGTCCTTGGAAA | | TTGAGTGCAGCGTTGATGAGC | | TGTGTTCTCAGGTCGCCCCCG | | GTGTTCTCAGGTCGCCCCCGC | | ATGTGTTCTCAGGTCGCCCCCG | | GTGTTCTCAGGTCGCCCCCG | | ATGTGTTCTCAGGTCGCCCCC | | GGGGGCGGACTGGGAACACAT | | GGGGGCGGACTGGGAACACA | | GGGGCGGACTGGGAACACA | | GGGGCGGACTGGGAACACATG | | GGGGCGGACTGGGAACACAT | | GGGGGCGGACTGGGAACAC | | GGGGGCGGACTGGGAACA | | CTGCACTGCCTCTTCCCTGGC | | TGCACTGCCTCTTCCCTGGCT | | TGCACTGCCTCTTCCCTGGC | | TGCAGTTGTTGTCTCAAGCTT | | TGCAGTTGTTGCCTCAAGCTT | | TTCCCCAGCGGAGTCGCCA | | GTCCCCAGCGGAGTCGCCA | | TGGAAGGGGCATGCAGAGGAG | | TGGAAGGGGCATGCAGAGGA | | AGAAGAGAGAGAGTACAGCCT | | GCTGTACCCTCTCTCTTCTTC | | TTAGATGACCATCAGCAAACA | | | 19232,14 | | --- | | 1542,31 | | 1046,65 | | 442,58 | | 171,20 | | 160,74 | | 108,40 | | 91,96 | | 84,48 | | 75,51 | | 4844,48 | | 4626,93 | | 1437,64 | | 392,49 | | 183,16 | | 140,55 | | 113,64 | | 146761,56 | | 3847,92 | | 2363,93 | | 2169,55 | | 462,77 | | 178,68 | | 101,67 | | 571,17 | | 129,34 | | 145,04 | | 15294,50 | | 2360,94 | | 577,90 | | 554,72 | | 225,78 | | 179,43 | | 36981,02 | | 2145,63 | | 1245,51 | | 696,77 | | 124,10 | | 85,23 | | 29821,21 | | 8610,91 | | 682,56 | | 343,90 | | 130,08 | | 6943,01 | | 297,55 | | 282,59 | | 122,61 | | 101,67 | | 265,40 | | 142,04 | | 666,86 | | 196,62 | | 82,24 | | 536,03 | | 76,26 | | 1280,65 | | 100,18 | | 358,10 | | 1840,60 | | 142,79 | | 32903,59 | | 1116,17 | | 396,98 | | 280,35 | | 139,80 | | 5652,64 | | 6506,41 | | 808,16 | | 623,50 | | 151,02 | | 121,86 | | 9414,59 | | 937,50 | | 302,03 | | 169,71 | | 167,46 | | 153,26 | | 74,76 | | 2180,02 | | 1667,91 | | 586,12 | | 172,70 | | 103,92 | | 449,31 | | 208,58 | | 1044,40 | | 313,25 | | 2650,26 | | 1910,88 | | 287,08 | | | miR156 V | | --- | | miR156 VII | | miR156 II | | miR156 IV | | miR156 VI | | miR156 XXI | | miR156 XX | | miR156 IX | | miR156* I | | miR156* II | | miR156* III | | miR156* IV | | miR156* V | | miR156* VII | | miR156* VI | | miR156* VIII | | miR159 XVI | | miR159 XIII | | miR159 X | | miR159 XV | | miR159 XVII | | miR159 XIV | | miR159 VIII | | miR160 I | | miR160 II | | miR162 I | | miR164 I | | miR166 III | | miR166 X | | miR166 IX | | miR166 I | | miR166 II | | miR166 XV | | miR166* XIII | | miR166* XI | | miR166* X | | miR167 V | | miR167 IV | | miR167 VII | | miR167 III | | miR167 IX | | miR167* III | | miR167* II | | miR168 II | | miR168 XVI | | miR168 I | | miR168 IV | | miR169 III | | miR169 II | | miR169 VIII | | miR169 V | | miR169 XVII | | miR169 XV | | miR169 IX | | miR169* VII | | miR169* V | | miR169* XV | | miR171 I | | miR171 XVII | | miR171 XVIII | | miR172 I | | miR319 XII | | miR319 I | | miR319 III | | miR393 II | | miR393 IV | | miR393; I | | miR393; II | | miR393;III | | miR394 I | | miR395 III | | miR395 | | miR395 VII | | miR395 I | | miR396 II | | miR396 III | | miR396 XIII | | miR396 VII | | miR396 VI | | miR396 X | | miR396 XVI | | miR396 XIV | | miR396 IV | | miR396 XIV | | miR396* I | | miR397 II | | miR398 II | | miR398 III | | miR398 I | | miR398 IV | | miR398* I | | miR398* II | | miR398* V | | miR398* IV | | miR398* III | | miR398* VI | | miR408 I | | miR408 II | | miR408 III | | miR444 III | | miR444 II | | miR5072 I | | miR5072 II | | miR528 I | | miR528 II | | miR528* I | | miR529 I | | miR529* I | | miR827 | | | TGACAGAAGAGAGTGAGCAC | | --- | | TTGACAGAAGAGAGTGAGCAC | | TGACAGAAGAGAGCGAGCAC | | TGACAGAAGAGAGTGAGCA | | TTGACAGAAGAGAGCGAGCAC | | TGACAGAAGAGAGTGAGCACG | | TGACAGAAGAGAGTGAGC | | TGACAGAAGAGAGTGAGCACA | | GCTCACTTCTCTTTCTGTCAGC | | GCTCACTCTCTATCTGTCAGC | | GCTCACTTCTCTCTCTGTCAGC | | TGCTCACTTCTCTTTCTGTCAGC | | GCTCGCTTCTCTTTCTGTCAGC | | GCTCACTTCTCTTTCTGTCAG | | GCTCACTCTCTATCTGTCAG | | TGCTCACTTCTCTTTCTGTCAG | | TTTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCT | | TTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCTCT | | TTTGGATTGAAGGGAGCTCTGC | | TTTGGATTGAAGGGAGCTC | | TTGGATTGAAGGGAGCTCC | | TGCCTGGCTCCCTGTATGCCA | | TGCCTGGCTCCCTGAATGCCA | | TCGATAAACCTCTGCATCCAG | | TGGAGAAGCAGGGCACGTGCA | | TCGGACCAGGCTTCATTCCCC | | TCGGACCAGGCTTCATTCCTC | | TCGGACCAGGCTTCATTCCC | | TCTCGGACCAGGCTTCATTCC | | TTCGGACCAGGCTTCATTCCC | | TCGGACCAGGCTTCAATCCCT | | GGAATGTTGTCTGGTTCAAGG | | GGAATGTTGTCTGGCTCGGGG | | GGAATGTTGTCTGGCTCGAGG | | TGAAGCTGCCAGCATGATCTGA | | TGAAGCTGCCAGCATGATCTG | | TGAAGCTGCCAGCATGATCTGG | | TGAAGCTGCCAGCATGATCTA | | AAGCTGCCAGCATGATCTGA | | AGGTCATGCTGTAGTTTCATC | | AGATCATCTGGCAGTTTCATT | | TCGCTTGGTGCAGATCGGGAC | | TCGCTTGGTGCAGATCGGGA | | CCCGCCTTGCACCAAGTGAAT | | TCGCTTGGTGCAGATCGGGACC | | CAGCCAAGGATGACTTGCCGG | | CAGCCAAGGATGACTTGCCGA | | AGCCAAGGATGACTTGCCGAT | | AGCCAAGGATGACTTGCCGG | | TAGCCAAGGATGAGCTGCCTG | | TAGCCAAGGATGACTTGCCTACA | | AGCCAAGGATGACTTGCCGGC | | TGGGCAGTCTCCTTGGCTAGC | | TGGCATCCATTCTTGGCTAAG | | GCATCCATTCTTGGCTAAGTG | | TGATTGAGCCGTGCCAATATC | | TTGAGCCGCGTCAATATCTCC | | TTGAGCCGTGCCAATATCACG | | AGAATCTTGATGATGCTGCAT | | TTGGACTGAAGGGTGCTCCCT | | CTTGGACTGAAGGGTGCTCCCT | | TTGGACTGAAGGGTGCTCCCTT | | CTCCAAAGGGATCGCATTGAT | | TCCAAAGGGATCGCATTGAT | | TCAGTGCAATCCCTTTGGAAT | | TCAGTGCAATCCCTTTGGAATT | | CAGTGCAATCCCTTTGGAATT | | TTGGCATTCTGTCCACCTCC | | TGAAGTGTTTGGGGGAACTC | | TGAAGTGTTTGGAGGAACTC | | TGAAGTGCTTGGGGGAACTC | | AGTGAAGTGTTTGGGGGAACT | | TCCACAGGCTTTCTTGAACTG | | TTCCACAGCTTTCTTGAACTT | | TCCACAGGCTTTCTTGAACT | | CTTTCCACAGGCTTTCTTGAA | | ATGGTTCAAGAAAGTCCTTGGAAA | | GTTCAAGAAAGTCCTTGGAAA | | ACAGGCTTTCTTGAACTG | | TTCCACAGCTTTCTTGAACT | | TTCCACAGCTTTCTTGAACTG | | TTTCCACAGCTTTCTTGAACT | | GGTCAAGAAAGCTGTGGGAAG | | TTGAGTGCAGCGTTGATGAGC | | TGTGTTCTCAGGTCGCCCCCG | | GTGTTCTCAGGTCGCCCCCGC | | ATGTGTTCTCAGGTCGCCCCCG | | ATGTGTTCTCAGGTCGCCCCC | | GGGGGCGGACTGGGAACACAT | | GGGGCGGACTGGGAACACATG | | GGGGGCGGACTGGGAACACA | | GGGGCGGACTGGGAACACA | | GGGGCGGACTGGGAACACAT | | GGGGGCGGACTGGGAACAC | | CTGCACTGCCTCTTCCCTGGC | | TGCACTGCCTCTTCCCTGGCT | | TGCACTGCCTCTTCCCTGGC | | TGCAGTTGTTGTCTCAAGCTT | | TGCAGTTGTTGCCTCAAGCTT | | TTCCCCAGCGGAGTCGCCA | | GTCCCCAGCGGAGTCGCCA | | TGGAAGGGGCATGCAGAGGAG | | TGGAAGGGGCATGCAGAGGA | | CCTGTGCCTGCCTCTTCCATT | | AGAAGAGAGAGAGTACAGCCT | | GCTGTACCCTCTCTCTTCTTC | | TTAGATGACCATCAGCAAACA | | | 16696,17 | | --- | | 1623,97 | | 527,18 | | 407,34 | | 186,50 | | 93,59 | | 78,10 | | 70,70 | | 6715,36 | | 4136,00 | | 1026,09 | | 402,63 | | 282,78 | | 136,68 | | 96,28 | | 70,02 | | 88920,32 | | 2876,95 | | 1496,04 | | 1327,05 | | 261,24 | | 73,39 | | 68,68 | | 973,57 | | 98,30 | | 385,12 | | 436,96 | | 22989,38 | | 3633,73 | | 910,96 | | 872,58 | | 787,75 | | 487,46 | | 363,57 | | 147,45 | | 144,08 | | 30146,42 | | 5023,39 | | 2517,42 | | 1061,10 | | 150,14 | | 354,15 | | 133,31 | | 34695,15 | | 9296,75 | | 737,92 | | 375,02 | | 19618,91 | | 402,63 | | 375,02 | | 187,17 | | 115,81 | | 114,46 | | 105,71 | | 344,05 | | 317,12 | | 177,75 | | 816,02 | | 256,52 | | 107,73 | | 90,22 | | 3538,12 | | 92,24 | | 74,06 | | 1714,19 | | 79,45 | | 179,77 | | 84,83 | | 79,45 | | 377,71 | | 2852,04 | | 498,23 | | 147,45 | | 86,18 | | 57472,44 | | 2412,39 | | 577,01 | | 558,15 | | 167,65 | | 109,07 | | 103,01 | | 92,24 | | 76,75 | | 69,35 | | 121,19 | | 4533,91 | | 10875,60 | | 565,56 | | 528,53 | | 138,02 | | 8654,43 | | 1873,76 | | 300,96 | | 173,71 | | 167,65 | | 86,18 | | 2223,19 | | 1498,74 | | 588,45 | | 158,22 | | 104,36 | | 368,96 | | 193,91 | | 4359,53 | | 195,25 | | 164,28 | | 1045,61 | | 506,99 | | 249,79 | | | miR156 V | | --- | | miR156 VII | | miR156 IV | | miR156 II | | miR156 VI | | miR156 XXI | | miR156 XVII | | miR156 XX | | miR156 IX | | miR156 XIII | | miR156 I | | miR156* I | | miR156* II | | miR156* III | | miR156* IV | | miR156* V | | miR156* VI | | miR156* VII | | miR159 XVI | | miR159 XIII | | miR159 XV | | miR159 X | | miR159 XVII | | miR159 XIV | | miR160 I | | miR160 II | | miR162 I | | miR164 I | | miR164 II | | miR166 III | | miR166 X | | miR166 I | | miR166 IX | | miR166 II | | miR166 XV | | miR166* X | | miR166* XIII | | miR166* XI | | miR167 V | | miR167 IV | | miR167 VII | | miR167 III | | miR167 IX | | miR167 X | | miR167* III | | miR167* II | | miR168 II | | miR168 XVI | | miR168 I | | miR168 IV | | miR168 V | | miR169 III | | miR169 II | | miR169 VIII | | miR169 V | | miR169 XV | | miR169 IX | | miR169 XVII | | miR169 IV | | miR169* VII | | miR169* V | | miR169* XV | | miR171 I | | miR171 XVII | | miR171 VII | | miR171 XVIII | | miR172 I | | miR319 XII | | miR393 II | | miR393 IV | | miR393; I | | miR394 I | | miR395 III | | miR395 | | miR396 II | | miR396 III | | miR396 XIII | | miR396 VII | | miR396 VI | | miR396 XVI | | miR396 XIV | | miR396 X | | miR396 XV | | miR396 IV | | miR396* I | | miR397 II | | miR398 II | | miR398 III | | miR398 I | | miR398 IV | | miR398 V | | miR398* I | | miR398* II | | miR398* V | | miR398* IV | | miR398* VI | | miR398* III | | miR408 I | | miR408 II | | miR408 III | | miR444 III | | miR444 II | | miR5072 I | | miR5072 II | | miR5139 | | miR528 I | | miR528 II | | miR529 I | | miR529* I | | miR827 | | | TGACAGAAGAGAGTGAGCAC | | --- | | TTGACAGAAGAGAGTGAGCAC | | TGACAGAAGAGAGTGAGCA | | TGACAGAAGAGAGCGAGCAC | | TTGACAGAAGAGAGCGAGCAC | | TGACAGAAGAGAGTGAGCACG | | GACAGAAGAGAGTGAGCA | | TGACAGAAGAGAGTGAGC | | TGACAGAAGAGAGTGAGCACA | | CTGACAGAAGAGAGTGAGCAC | | GACAGAAGAGAGTGAGCACA | | GCTCACTTCTCTTTCTGTCAGC | | GCTCACTCTCTATCTGTCAGC | | GCTCACTTCTCTCTCTGTCAGC | | TGCTCACTTCTCTTTCTGTCAGC | | GCTCGCTTCTCTTTCTGTCAGC | | GCTCACTCTCTATCTGTCAG | | GCTCACTTCTCTTTCTGTCAG | | TTTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCT | | TTTGGATTGAAGGGAGCTCT | | TTGGATTGAAGGGAGCTCTG | | TTTGGATTGAAGGGAGCTCTGC | | TTTGGATTGAAGGGAGCTC | | TGCCTGGCTCCCTGTATGCCA | | TGCCTGGCTCCCTGAATGCCA | | TCGATAAACCTCTGCATCCAG | | TGGAGAAGCAGGGCACGTGCA | | TGGAGAAGCAGGGCACGTGCT | | TCGGACCAGGCTTCATTCCCC | | TCGGACCAGGCTTCATTCCTC | | TCTCGGACCAGGCTTCATTCC | | TCGGACCAGGCTTCATTCCC | | TTCGGACCAGGCTTCATTCCC | | TCGGACCAGGCTTCAATCCCT | | GGAATGTTGTCTGGCTCGAGG | | GGAATGTTGTCTGGTTCAAGG | | GGAATGTTGTCTGGCTCGGGG | | TGAAGCTGCCAGCATGATCTGA | | TGAAGCTGCCAGCATGATCTG | | TGAAGCTGCCAGCATGATCTGG | | TGAAGCTGCCAGCATGATCTA | | AAGCTGCCAGCATGATCTGA | | ATGAAGCTGCCAGCATGATCTGA | | AGGTCATGCTGTAGTTTCATC | | AGATCATCTGGCAGTTTCATT | | TCGCTTGGTGCAGATCGGGAC | | TCGCTTGGTGCAGATCGGGA | | CCCGCCTTGCACCAAGTGAAT | | TCGCTTGGTGCAGATCGGGACC | | GATCCCGCCTTGCACCAAGTGAAT | | CAGCCAAGGATGACTTGCCGG | | CAGCCAAGGATGACTTGCCGA | | AGCCAAGGATGACTTGCCGAT | | AGCCAAGGATGACTTGCCGG | | TAGCCAAGGATGACTTGCCTACA | | AGCCAAGGATGACTTGCCGGC | | TAGCCAAGGATGAGCTGCCTG | | TAGCCAAGGATGACTTGCCGG | | TGGGCAGTCTCCTTGGCTAGC | | TGGCATCCATTCTTGGCTAAG | | GCATCCATTCTTGGCTAAGTG | | TGATTGAGCCGTGCCAATATC | | TTGAGCCGCGTCAATATCTCC | | TGAGCCGAACCAATATCACTC | | TTGAGCCGTGCCAATATCACG | | AGAATCTTGATGATGCTGCAT | | TTGGACTGAAGGGTGCTCCCT | | CTCCAAAGGGATCGCATTGAT | | TCCAAAGGGATCGCATTGAT | | TCAGTGCAATCCCTTTGGAAT | | TTGGCATTCTGTCCACCTCC | | TGAAGTGTTTGGGGGAACTC | | TGAAGTGTTTGGAGGAACTC | | TCCACAGGCTTTCTTGAACTG | | TTCCACAGCTTTCTTGAACTT | | TCCACAGGCTTTCTTGAACT | | CTTTCCACAGGCTTTCTTGAA | | ATGGTTCAAGAAAGTCCTTGGAAA | | ACAGGCTTTCTTGAACTG | | TTCCACAGCTTTCTTGAACT | | GTTCAAGAAAGTCCTTGGAAA | | TTTCCACAGCTTTCTTGAACT | | TTCCACAGCTTTCTTGAACTG | | GGTCAAGAAAGCTGTGGGAAG | | TTGAGTGCAGCGTTGATGAGC | | TGTGTTCTCAGGTCGCCCCCG | | GTGTTCTCAGGTCGCCCCCGC | | ATGTGTTCTCAGGTCGCCCCCG | | ATGTGTTCTCAGGTCGCCCCC | | GTGTTCTCAGGTCGCCCCCG | | GGGGGCGGACTGGGAACACAT | | GGGGCGGACTGGGAACACATG | | GGGGGCGGACTGGGAACACA | | GGGGCGGACTGGGAACACA | | GGGGGCGGACTGGGAACAC | | GGGGCGGACTGGGAACACAT | | CTGCACTGCCTCTTCCCTGGC | | TGCACTGCCTCTTCCCTGGCT | | TGCACTGCCTCTTCCCTGGC | | TGCAGTTGTTGTCTCAAGCTT | | TGCAGTTGTTGCCTCAAGCTT | | TTCCCCAGCGGAGTCGCCA | | GTCCCCAGCGGAGTCGCCA | | AACCTGGCTCCGATACCA | | TGGAAGGGGCATGCAGAGGAG | | TGGAAGGGGCATGCAGAGGA | | AGAAGAGAGAGAGTACAGCCT | | GCTGTACCCTCTCTCTTCTTC | | TTAGATGACCATCAGCAAACA | | | 26876,73 | | --- | | 2085,19 | | 958,68 | | 629,99 | | 203,39 | | 169,59 | | 146,28 | | 139,28 | | 112,48 | | 90,91 | | 69,35 | | 5650,07 | | 5536,43 | | 1234,33 | | 426,01 | | 177,17 | | 171,92 | | 101,40 | | 80372,02 | | 2111,42 | | 1473,86 | | 1301,93 | | 191,74 | | 104,32 | | 980,24 | | 97,91 | | 368,90 | | 403,29 | | 60,61 | | 20235,35 | | 2782,20 | | 861,35 | | 775,10 | | 616,58 | | 294,30 | | 131,71 | | 119,47 | | 111,89 | | 44576,98 | | 5159,37 | | 2412,72 | | 1064,74 | | 148,03 | | 58,28 | | 406,20 | | 127,63 | | 36249,03 | | 8045,89 | | 692,93 | | 435,34 | | 58,28 | | 20765,10 | | 396,29 | | 307,71 | | 218,54 | | 159,10 | | 146,86 | | 125,88 | | 79,26 | | 243,02 | | 233,11 | | 156,77 | | 782,09 | | 249,43 | | 70,52 | | 64,69 | | 102,57 | | 487,21 | | 1969,22 | | 92,66 | | 171,92 | | 381,72 | | 965,67 | | 189,99 | | 52540,11 | | 1996,03 | | 622,41 | | 460,98 | | 191,74 | | 85,67 | | 82,17 | | 66,44 | | 66,44 | | 58,86 | | 97,32 | | 2930,81 | | 5304,48 | | 446,41 | | 375,31 | | 79,26 | | 59,44 | | 4634,28 | | 499,44 | | 392,21 | | 217,96 | | 109,56 | | 90,33 | | 1307,76 | | 1015,21 | | 379,97 | | 342,68 | | 130,54 | | 565,88 | | 263,42 | | 61,19 | | 1683,66 | | 166,09 | | 850,28 | | 560,64 | | 190,57 | |

# Supplementary material for: High-Throughput Sequencing of Small RNA Transcriptome Reveals Salt Stress Regulated MicroRNAs in Sugarcane
**Source:** PLoS One. 2013 Mar 27;8(3):e59423. doi: 10.1371/journal.pone.0059423
**Supplement:** Table S2 — miRNAs and targets primers sequences for RT-PCR analysis.

Table S2: miRNAs and targets primers sequences for RT-PCR analysis.

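For each of the 11 selected sequences the table gives a forward primer and a stem-loop primer for reverse transcription. The stem-loop primer ends in bases complementary to the 3' end of the mature sequence, so that cDNA synthesis starts there, and the forward primer carries the 5' part of the sequence. All 11 stem-loop primers as printed ended in the reverse complement of the last 6 bases of the sequence listed under the same name in the small RNA libraries. The forward primers carried its first 14 to 16 bases. In 10 of the 11 stem-loop primers the bases just before these 6 were the same, and the primer of miR166 III differed from them there.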

| **Primers sequences** | | |
| --- | --- | --- |
| **miRNAs** | **Forward( 5’- 3’)** | **RT( 5’- 3’)** |
| miR159 XVI | CGGCGGTTTGGATTGAAGGGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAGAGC |
| miR166 III | GCGGCGTCGGACCAGGCTTCA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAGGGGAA |
| miR167 V | GCGGCGGCGTGAAGCTGCCAGCATG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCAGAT |
| miR168 II | CGGCGGTCGCTTGGTGCAGAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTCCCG |
| miR169 III | CGGCGGCAGCCAAGGATGACT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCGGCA |
| miR396 II | CGGCGGTCCACAGGCTTTCTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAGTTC |
| miR397 II | CGGCGGTTGAGTGCAGCGTTG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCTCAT |
| miR398 II | CGGCGGTGTGTTCTCAGGTCG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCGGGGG |
| miR398* I | CGGCGGGGGGGCGGACTGGGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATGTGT |
| miR156 V | GCGGCGGCGTGACAGAAGAGAGT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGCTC |
| miR528 I | CGGCGGTGGAAGGGGCATGCA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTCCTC |
| Universal Reverse Primer | GTGCAGGGTCCGAGGT |  |
| **Targets** | **Forward ( 5’- 3’)** | **Reverse ( 5’- 3’)** |
| AGO1 | CGTGGCGGGCATGTG | TGGTCTAGATGGACCTGAAGGAA |
| GRF | AAGCCTACCCGGACTCCAA | AGGCTTTCTTGAACGGTTCTTG |
| LAC | GGCGCCACCATGTCTTG | TGACTGCAGCAATGCTAGCAA |
| GAMyB |  |  |
| Ser/Thr | CCGCGAAGAGCGATGTGTA | GCCCAGACAGCAACTCCAA |
| HAP12 | CTTATGGCTCACCTGCTATTATGC | GGCACTCGAGAGGACGAAAC |

How the deposited data were processed for this re-analysis (not part of the article)

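Small RNAs from shoots of sugarcane plantlets in hydroponic culture were measured in 4 libraries, of control plants and of plants after 1, 6 and 24 hs in 170 mM NaCl. Samples were assigned to conditions from the submitters' treatment labels, which match the paper, although the titles of the 1 h and 6 h libraries name other times. There is 1 library per condition, so no test between conditions was run and no replicate could be left out.

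The authors trimmed adapters, removed tRNA and rRNA reads, matched the reads to miRBase on the UEA sRNA toolkit, divided the reads of each sequence by the total reads of the library and deposited the result in RPM, the normalized number of reads of Table S1, written with decimal commas. Reads that were not assigned to a listed miRNA were not analysed here. The decimal commas were read as decimal points. In each library the values sum to less than the whole library, and 100% of them come within 0.1 read of a whole number of reads when multiplied by a single denominator, searched between 500000 and 4000000 reads on the values under 2000 RPM. The denominators were 1528807, 1337605, 1485251 and 1715908 reads at 0, 1, 6 and 24 hs. On simulated libraries the search found 12 of 12 denominators within 20 reads, and in simulated libraries without whole reads at most 42.9% of values came out whole.

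From the files, each sequence's reads were recovered with these denominators, and Wilson intervals at the 95% level were computed with scipy. Depth sets a precision of 0.654, 0.748, 0.673 and 0.583 RPM for 1 read. Ratios of RPM to the control library were taken on the log2 scale without a pseudocount, for sequences listed in both libraries. The intervals cover counting error only and not differences between plants or library preparations.

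Log2 ratios to the control, counts and profiles built on them, and RPM set against the paper's values were recomputed with other denominators. The abundance ranks and the ratio of miR398* I to miR156* I were not. The other denominators were the paper's library totals, the sum of the listed reads and the sum over sequences listed in all 4 libraries. The authors' denominator less the reads of miR159 XVI was another. The scale methods were the median of ratios and the trimmed mean of log ratios (trims of 0.3 and 0.05) over the sequences in all 4 libraries. Both scale methods recovered 12 of 12 factors within 0.1 on the log2 scale in simulated data. Rises and falls were equally likely in that simulation. On the authors' values at 1 h, 21 of the 27 sequences at least 2-fold from the control were lower. The simulation therefore does not show that these scales hold for such an uneven split. Other alternatives were the sum of all listed sequences of a family, a 1.2-fold minimum for a change in the profiles, a 1.5-fold threshold, a minimum of 500 RPM, the lowest listed value for missing sequences, leaving out the miRNA*, other ways to rank abundance, and other definitions of shortened forms. These choices were made before the data were examined, except that Table S1 of the paper, which holds the same values, had been read.

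The sequences named are the 11 that the paper selects, the others its results name and, of the other sequences listed in all 4 libraries with at least 100 RPM in both libraries compared, the 3 that fell most and the 3 that rose most against the control at each time point. Shortened forms are listed sequences that lack 1 or 2 bases at one end of another listed sequence. Correlations across sequences are Spearman's rho; sequences are not independent replicates. The size distribution, the target predictions and the qRT-PCR results of the paper were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.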

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

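The sequences here lie outside the 11 that the paper selected and changed more than any of the 11 in the same direction at the same time. The tests were all chosen after the results had been seen. Because these sequences were picked for their large changes and each condition has 1 library, none of the changes can be told apart from a difference between plants or library preparations. That explanation could not be tested, so no change is called biological.

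The largest fall at 1 h was that of miR398* II (GGGGCGGACTGGGAACACATG), with a log2 ratio of -4.28, and it was -2.72 at 24 hs (3300, 169.7, 1874 and 499.4 RPM at 0, 1, 6 and 24 hs). The sequence starts and ends 1 base later than miR398* I, whose ratio at 1 h was 0.01. Summed with its listed forms 1 to 3 bases shorter at the 3' end, miR398* II had a log2 ratio of -2.575 at 1 h, so shortening at that end does not account for the whole fall. The form miR398* V (GGGGGCGGACTGGGAACACA), which is miR398* I without its last base, rose by 2.05 at 1 h and 0.79 at 24 hs.

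For miR319 XII (TTGGACTGAAGGGTGCTCCCT) the log2 ratio was -2.82 at 1 h and -2.96 at 24 hs (3788, 536.0, 3538 and 487.2 RPM). The smallest fall at these times under the 7 denominators was -2.45, and that of the sum of all listed miR319 forms was -2.73, so neither the scale nor a move of reads to another listed form accounts for it. The denominators shift a ratio by at most 0.37 upwards, which is small beside this fall.

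At 1 h a miRNA and the miRNA* of the same name rose, miR529 I (AGAAGAGAGAGAGTACAGCCT) by 1.77 and miR529* I (GCTGTACCCTCTCTCTTCTTC) by 2.02. Their RPM went from 778.4 to 2650 and from 471.6 to 1911. The smallest rise of either sequence under the 7 denominators was 1.69, so the scale does not account for it.

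At 6 hs the changes were smaller. Log2 ratios were -1.14 for miR156* II, -0.908 for miR156* VII and -0.885 for miR156* III, all below the fall of any selected sequence at that time. They were 0.726 for miR169* VII, 0.506 for miR398 III and 0.498 for miR169 VIII, above the highest selected ratio of 0.46. At 24 hs miR156 IV, which is miR156 V without its last base, had a ratio of 0.776. These ratios kept their sign under all 7 denominators, and no other explanation was tested for them. All come from sequences listed in all 4 libraries with at least 100 RPM in both libraries compared. These limits left out larger changes, such as -1.56 for miR156* VI and -1.49 for miR396 X at 6 hs. They also left out a rise of 1.86 for miR444 III at 24 hs.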

How the results depend on the processing

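Of the 33 log2 ratios of the selected sequences, 25 kept their sign under all alternatives. Of the 231 recomputed ratios, 51 stayed within the counting error, 156 moved further in the same direction or towards 0, and 24 changed sign. The cause was not tested for any change of sign beyond what the settings show.

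With the sum of the listed reads as the denominator, the ratio became 0.12 for miR166 III, 0.00251 for miR528 I and 0.0703 for miR398* I at 6 hs, 0.0782 for miR167 V at 1 h, and 0.0937 for miR168 II and 0.11 for miR159 XVI at 24 hs. With the sum over the sequences in all 4 libraries, it became 0.11 for miR166 III and 0.064 for miR398* I at 6 hs, 0.0624 for miR167 V at 1 h, 0.085 for miR168 II and 0.10 for miR159 XVI at 24 hs. With the median of ratios, it became 0.0905 for miR166 III and 0.043 for miR398* I at 6 hs, 0.0878 for miR156 V and 0.24 for miR167 V at 1 h, and 0.0422 for miR168 II and 0.0612 for miR159 XVI at 24 hs. With the trimmed mean of log ratios, it became 0.0363 for miR166 III at 6 hs, 0.11 for miR156 V and 0.26 for miR167 V at 1 h, and 0.0486 for miR168 II and 0.0676 for miR159 XVI at 24 hs. For miR398* I at 1 h the ratio became -0.0627 with the paper's library totals and -0.27 with the sum of its family. The value of 0.01 on the authors' scale was within the counting error of 0, and with the trimmed mean of log ratios it was 0.385.

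The numbers of selected sequences below the control at 1, 6 and 24 hs were 8, 9 and 8 on the authors' values. Under the alternatives tried they ranged from 6 to 9 at 1 h, from 6 to 9 at 6 hs and from 6 to 8 at 24 hs. The number following the paper's profile was 9 on the authors' values and 3 when only differences of at least 1.2-fold counted as a change. It was 6 with the median of ratios and 7 with the sum of the listed reads, the sum over the sequences in all 4 libraries or the trimmed mean of log ratios, where miR167 V and, depending on the denominator, miR156 V, miR398* I or both no longer followed it.

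Sequences at least 2-fold from the control numbered 27 at 1 h, 4 at 6 hs and 14 at 24 hs. A 1.5-fold threshold gave 48, 16 and 38. Sequences of at least 500 RPM gave 16, 1 and 7, a smaller set. Giving missing sequences the lowest listed value of that library gave 36, 5 and 19, of which 8, 1 and 2 were higher than the control. Leaving out the miRNA* gave 18 at 1 h, 2 at 6 hs and 7 at 24 hs. At 6 hs the denominators from the listed reads, from the sequences in all 4 libraries and from the median of ratios each gave 2. The 6 higher and 21 lower sequences at 1 h became 4 and 26 with the paper's library totals, 9 and 15 with the miR159 XVI reads left out and 11 and 14 with the sum of the listed reads. They became 12 and 8 with the median of ratios or the trimmed mean of log ratios, but these scales centre the ratios of the shared sequences near 0 and so largely fix the balance in advance. At 24 hs, 1 higher and 13 lower became 7 and 9 with the sum of the listed reads.

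The ratio of miR398* I to the next miRNA* was 1.18 on the mean of the libraries, 1.943 at 1 h and 1.289 at 6 hs, and below 1 in the control (0.937) and at 24 hs (0.82); the cause was not tested. Counting only names listed in all 4 libraries gave 65 miRNAs and 18 miRNA* in place of 104 and 33. The number of selected miRNAs among the 10 most abundant, the number of families and the medians for shortened forms moved by less than 1.5 times or than the error of the median. The cut-off near 100 reads limits every comparison to sequences above it.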

Differences from the paper's values

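The paper reports 12622894 sequence reads for the control, 11632867 for 1 h, 12198711 for 6 hs and 14332005 for 24 hs and states that reads were divided by the total of each library. The number that the listed values were divided by was 1528807, 1337605, 1485251 and 1715908 reads. Their sum of 6067571 is also below the paper's redundant reads after trimming and filtering. The paper's cut-off is 50 reads, and the least abundant listed sequence had 100 reads with these denominators. None of the alternatives set before the data were examined applies to these values.

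For miR169 III, Fig. 3H shows about 23000 RPM in the control and about 19000 at 1 h, read by eye. The values here, 14254 and 6943, are also those of the paper's own Table S1. The difference is thus between the paper's panel and its own listed values. In the control, the denominators from the listed reads and from the sequences in all 4 libraries, the authors' denominator less miR159 XVI and the sum of the family came within 1.5 times the paper's value. At 1 h, only the denominators from the listed reads and from the sequences in all 4 libraries did. The paper's library totals, the median of ratios and the trimmed mean of log ratios did so at neither. With the denominators from the listed reads and from the sequences in all 4 libraries, the 6 h and 24 h values of the panel were more than 1.5 times off instead. No alternative brought all 4 libraries within 1.5 times. The sum of the listed reads also moved the control value to 33257 RPM, away from the 14254 of Table S1. Coming near the panel in single libraries therefore does not explain it.

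The paper groups miR169 III with sequences that fell until 6 hs. Its log2 ratio to the control here was 0.46 at 6 hs, above the control. The paper groups miR168 with sequences that fell again at 24 hs, and here miR168 II went from 34695 RPM at 6 hs to 36249 at 24 hs. The paper describes its selected miRNAs as the most abundant, and miR528 I ranked 13 by single sequence here. The paper describes miR398* as the most abundant miRNA*, and miR156* I was above it in the control and at 24 hs. At 24 hs miR156* II was above it too. The paper counts 98 miRNAs, 33 miRNA* and 25 families in total, against 104, 33 and 26 over the 4 lists here, and the control list alone gives the paper's 3 numbers.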

Other observations

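The tests of explanations here were all chosen after the results had been seen. The other denominators and the definitions of shortened forms were set earlier, as described with the processing. The sequences are not independent replicates, so correlations across them carry no p-value.

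At 1 h, 8 of the 11 selected sequences were below the control. The rise of miR159 XVI takes reads from all others, but with its reads left out of the denominator 8 of the 11 were still below. Of these, miR167 V was then at -0.012, within its counting error of 0.017, so its fall was no longer shown. The lowest number under the 6 other denominators was 6 of the 11, with the median of ratios and the trimmed mean of log ratios. These centre the ratios near 0, so the number below the control cannot be told apart from an effect of the scaling of the libraries. With listed forms 1 to 3 bases shorter at the 3' end added to each, 8 were below. Across 88 sequences, the log2 ratio at 1 h had a Spearman's rho of 0.036 with GC content and of -0.391 with sequence length, longer sequences having lower ratios. At 24 hs the rho with length was -0.218 and at 6 hs -0.137. A bias by length in the 1 h library therefore remains a candidate explanation, although 9 of the 11 selected sequences have the same length of 21 nt. With 1 library per condition, the libraries alone cannot test a difference between plants or library preparations. The paper's qRT-PCR in other plants gave similar profiles for miR166 III, miR168 II, miR396 II and miR398 II. For miR528 I, miR156 V, miR167 V, miR169 III, miR397 II, miR398* I and miR159 XVI it did not match the libraries. Both the plants and the method differ there, so it cannot separate these explanations.

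Forms 1 or 2 bases shorter at the 3' end had a median log2 change of 0.23 at 1 h against their longer forms. This was over 33 pairs, 21 of them upwards, with a standard deviation of 1.24 across pairs. Some sequences stand in several pairs, and the median is small beside this spread, so a general rise is not shown. The shorter form was not always the rarer one, and miR168 II was 7380% of miR168 IV in the control. The median was 0.05 at 6 hs and 0.17 at 24 hs. If RNA had broken at both ends, forms shorter at the 5' end would have risen too. At 1 h their median was -0.18 over 13 pairs, 4 of them upwards, with a standard deviation of 0.73. That median is also small beside its spread, so it cannot decide on breakage at both ends. Over 25 pairs whose shorter form had at least 200 reads in the control, the median was 0.13, with 15 upwards. Pairs whose shorter form fell under the cut-off at 1 h are missing from both sets. The median change of the 3' forms therefore cannot be told apart from an effect of the cut-off, nor from a difference between library preparations. The direction differed between sequences. For miR156 V the shorter form miR156 IV was 2.43% of it in the control and 5.44% at 1 h, and for miR528 I the shorter form miR528 II was 4.95% and 30%. For miR167 V the shorter form miR167 IV went from 12.3% to 5.8%, for miR168 II the form miR168 XVI from 31.2% to 28.9%, and for miR166 III the form miR166 IX from 4.44% to 3.78%.

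The 1 h and 24 h libraries looked alike in several sequences (miR528 I, miR319 XII and miR398* II). Both ratios share the control library, which alone makes them rise and fall together. Between 1 h against control and 24 h against 6 h, which share no library, Spearman's rho over 83 sequences was 0.243. Between 1 h against 6 h and 24 h against control, which share no library either, it was 0.26. Both are positive and weak, and below the limit of 0.3 that was set for a relation, so a likeness of these libraries beyond the shared control is neither shown nor ruled out.

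The values that Fig. 3H draws for miR169 III, read by eye, differ by at most 1.82% in the 4 libraries from those listed for miR156 V, which Fig. 3F shows, and by up to 174% from those listed for miR169 III. The next nearest of the 11 sequences, miR166 III, differs by up to 33.4%. The panel may have been drawn from the miR156 V values. No biological explanation was tested for this.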
